# RNA sequencing-based analysis of the laying hen uterus revealed the novel genes and biological pathways involved in the eggshell biomineralization

**DOI:** 10.1038/s41598-018-35203-y

**Published:** 2018-11-15

**Authors:** Nirvay Sah, Donna Lee Kuehu, Vedbar Singh Khadka, Youping Deng, Karolina Peplowska, Rajesh Jha, Birendra Mishra

## Abstract

Eggshell is the outermost calcified covering of an egg that protects it from microbial invasion and physical damage, and is critical for egg quality. However, understanding of the genes/proteins and the biological pathways regulating the eggshell formation is still obscure. We hypothesized that the transcriptomic analysis of the chicken uteri using RNA-sequencing may reveal novel genes and biological pathways involved in the eggshell biomineralization. RNA-sequence analysis using uteri of laying hens at 15–20 h post-ovulation (layers, n = 3) and non-laying (non-layers, n = 3) hens was carried out. About 229 differentially expressed genes (DEGs) were up-regulated in the layers compared to the non-layers. Kyoto Encyclopedia of Genes and Genomes (KEGG) and Ingenuity Pathway Analysis (IPA) revealed more than ten novel genes and biological pathways related to calcium transport and mineralization in the uterus. Based on the enriched pathways and molecular function analysis, 12 DEGs related to eggshell mineralization were further analyzed in the uteri of layers (3 h and 15–20 h post-ovulation), non-layers and molters using qPCR. Expressions of *OC-116* (regulator of mineralization), *OTOP2* (modulator of cellular calcium influx), *CALCB* (intracellular release of Ca-ions), *STC2* (increases alkaline phosphatase activity), and *ATP2C2* (cellular import of Ca-ions) were significantly higher in the uteri of laying hen at 15–20 h post-ovulation. This study identified the involvement of novel genes and their proposed biological pathways in the regulation of eggshell formation.

## Introduction

The oviduct of a laying hen provides a conducive biological environment for the formation and potential fertilization of the egg. The oviduct has five distinct segments with specialized functions; infundibulum (site of fertilization), magnum (deposition of albumen), isthmus (synthesis of eggshell membranes), uterus (calcification of eggshell), and vagina (oviposition). The uterus consists of the glandular and luminal epithelium whose secretions facilitate in eggshell biomineralization. Though the eggshell constitutes only about 10% of the total egg weight, it has a crucial function of providing microbial and physical protection to the egg. It also provides a definite form to the egg, gaseous exchange, and plays a critical role in ensuring food safety and better hatchability.

Breeders have been continuously developing lines of long-life layers to achieve greater egg lay per bird^1^ and some improvements have been achieved for better eggshell strength, however, studies are required to further understand the eggshell fabric and improve the eggshell quality. Irregularities in the formation of eggshell result in misshaped eggs, soft-shelled eggs, weak-shelled eggs, and sometimes other undesirable egg characteristics with calcite nodules and wrinkles. Approximately, 10% of the eggs produced in poultry farms are lost due to breakage of soft eggshells which accounts for huge economic loss to the egg industry^2^. So far, major selection criteria for eggshell quality has been based on qualitative features such as eggshell specific gravity, breaking strength, and shell deformation^3^. However, selection based on quantitative traits with the knowledge of specific genes/proteins regulating the eggshell structure and quality is required to gain improvements in the eggshell quality in subsequent generations of layer-breeding stock^3^.

Eggshell is composed of 95% calcium carbonate which is transported in the form of calcium and bicarbonate ions from the bloodstream to the uterine cells, and ultimately into the uterine fluid in which the egg bathes^4^. The genetic regulation of eggshell formation and biological pathways involved is highly complex and is not completely understood. Previous studies have reported the expression of several genes in the uterus, however, there is little commonality in the reported genes from each study^4–9^. With the use of cutting-edge techniques and more precise time of sampling, each study reported some unpredicted genes and proposed their potential function in the eggshell mineralization. However, most of the earlier studies employed the long-established microarray technique that limits the detection of novel genes. The eggshell mineralization in chicken is the most efficient biological process of calcium mobilization and biomineralization. This premise leads to the belief that several calcium-transporting genes and proteins must be involved, through independent or integrated biological pathways, for eggshell biomineralization. The genes responsible for eggshell calcification are suppressed in hens before laying period and are activated once the hens reach sexual maturity for egg production^8^. The activation of genes involved in the calcification process is time and tissue-specific^4,6^. Therefore, we hypothesized that RNA sequencing (RNA-seq) of a laying versus non-laying hen’s oviduct can reveal novel genes and biological pathways having a significant role in eggshell formation. The objectives of this study were to analyze the transcriptome of the uteri in layers and non-layers for identifying the differentially expressed genes (DEGs) for eggshell formation, and to further confirm their expression in laying hens at the early egg formation period comparing them with molter and non-laying hens.

## Results

### RNA sequence results and identification of differentially expressed genes

Raw reads in FASTQ format from replicated RNA-seq libraries, three each for the layer and non-layer hens, were obtained and their qualities were assessed using FastQC. 

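The data analysed here are the reads that the authors assigned to each gene in the uterus of 3 layers at 15 to 20 h post-ovulation and 3 non-layers. The layers were 35 weeks old and the non-layers between 35 and 60 weeks, so age and laying status are not separated for every hen. Poly-A RNA was sequenced as single-end reads, and the authors cleaned the reads with Prinseq and aligned them to the chicken genome in Array Studio. The authors deposited 3 kinds of values, namely estimated counts per gene without normalization, RPKM values, and their own table of DEGs with fold changes and q-values. Of the counts, 91.46% were whole numbers and the others were fractions, as arise when a read is shared between genes, so that the counts of paralogs and overlapping genes are less certain. The gene counts summed to 18072015, 16749854 and 20333103 in layers 1, 2 and 3, and to 14756666, 18676937 and 16297147 in non-layers 1, 2 and 3. For the values given here, the counts were rounded to whole numbers, genes with low counts were removed by the filterByExpr function, and the libraries were scaled by the TMM method. The groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 and at least a 2-fold change were called DEGs, which are the thresholds of the paper. Expression is given as CPM on the TMM scale as mean ± SD of 3 libraries. Intervals and detection limits cover counting error only, because the reads carry no molecular identifiers.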

There were an average of 31.99 M and 28.76 M reads in layers and non-layers, respectively. After trimming and filtration, 96.39% of input reads from layers and 96.55% input reads from non-layers were retained as excellent quality sequences (Supplementary Table S1). An average of 82.96% of the retained reads from layers and 85.12% from non-layers was uniquely mapped to the genome database (Supplementary Table S2). 

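The paper lists 25691008, 23181990 and 27952566 uniquely mapped reads for layers 1, 2 and 3, and 20941092, 25975021 and 24069813 for non-layers 1, 2 and 3. The deposited gene counts amounted to between 67.7% (non-layer 3) and 72.7% (layer 3) of these reads, and it is the gene counts that the expression values use. The 10 genes with the most counts took 15.29%, 16.22% and 15.41% of the counts of the layers, but 8.383%, 8.417% and 7.217% of those of the non-layers. The TMM factors, which correct for such a difference in composition, were 0.934, 0.859 and 0.876 in the layers and 1.11, 1.09 and 1.18 in the non-layers. Without this correction, the median log2 fold change of all genes tested moved from 0.01 to -0.33.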

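The count table holds 19152 genes. Of these, 16824 had at least 1 count in any library, 14228 had at least 1 count in every library, and 2208 had 0 counts in all 6 libraries. At these depths, a gene with 0 counts can still hold a share of up to 2.03e-05% of the counts in non-layer 1, the library with the fewest counts, taking 3 counts as the limit. The genes that passed the filter on low counts and were compared between the groups numbered 13317.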

A total of 19,152 gene transcripts were annotated from Ensembl alignment which represents 50.24% of the chicken genome assembly. 

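In the authors' deposited table of DEGs, 587 genes have the biotype protein coding, 27 are lincRNA (long intergenic non-coding RNA) genes, 1 is a miscellaneous RNA and 1 a mitochondrial ribosomal RNA. Among the lincRNA genes, 12 were higher and 15 lower in layers by the authors' deposited table. The comparison of the counts with edgeR called 7 of them, of which 4 were up-regulated and 3 were down-regulated.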

All the annotated and non-annotated gene transcripts were protein coding. Differential gene expression analysis showed 616 genes were differentially expressed between the layer and non-layer hens (comprehensive gene list in Supplementary Table S3). 

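Comparison of the 3 layers with the 3 non-layers by edgeR's quasi-likelihood test gave 249 DEGs among 13317 genes tested. Of these, 230 were among the genes of the authors' deposited table and 19 were not. The authors' DEGs that passed the filter numbered 612, and all 612 changed in the direction given in the authors' deposited table. An adjusted p under 0.05 without the fold-change threshold was reached by 273 genes, and an unadjusted p under 0.05 by 2702 genes. The alternative that moved the number of DEGs most was DESeq2's Wald test with unshrunken fold changes, which called 928 genes, including all 616 of the authors'. The number of DEGs also depended on single libraries. It was 0 without non-layer 1, when 1704 genes had an unadjusted p under 0.05, 1 without non-layer 2, 2 without layer 2 and 41 without layer 1, whereas it was 273 without layer 3 and 274 without non-layer 3. The common biological coefficient of variation between hens of a group was 0.31. In simulated counts with the same depths, 4 of 50 genes changed by 2-fold were called, against 35 of 47 genes changed by 4-fold and 48 of 49 genes changed by 8-fold.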

Among the DEGs, 515 genes were officially characterized while the rest were novel transcripts without any annotation. 

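The authors' deposited table names 516 of its genes and lists the other 100 by their Ensembl identifiers only. Among the genes without a name, the largest fall by edgeR, though not by the authors' fold changes, was that of ENSGALG00000038194. This is a lincRNA gene on chromosome 20 of Galgal 5.0 from 10247810 to 10248888. Its expression was 0.387 ± 0.284 CPM in layers and 9.61 ± 5.12 CPM in non-layers. Its log2 fold change was -4.57 (standard error 0.74, adjusted p = 0.035 from edgeR's quasi-likelihood test). TPX2 of Table 2, which also fell, ends 216 bases away on the same strand. The level of TPX2 is 521% of that of ENSGALG00000038194, so reads of TPX2 counted on the lincRNA gene stay open as the source. A protein-coding gene without a name, ENSGALG00000006674 on chromosome 20 from 10504870 to 10508991, rose from 3.27 ± 2.04 CPM in non-layers to 90.4 ± 58.7 CPM in layers, a log2 fold change of 4.78 (standard error 0.71, adjusted p = 0.033 from the same edgeR test). With 1 library left out, the adjusted p of both genes without a name rose to as much as 0.17.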

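Among the genes that the authors' deposited table names, edgeR called 93 up-regulated and 107 down-regulated. Over all genes tested, 120 DEGs were up-regulated and 129 down-regulated, so that 48.2% rose. This balance depended on the scaling and on single libraries. With library size only and no composition factor, 103 genes were up-regulated and 678 were down-regulated, and 13.2% rose. Among the deposited RPKM values, compared with limma on the log2(RPKM + 1) scale, 86 genes were up-regulated and 518 down-regulated. With edgeR and TMM, 71.8% of the DEGs rose without layer 3, 22.3% without non-layer 3 and 85.4% without layer 1, where 41 were left.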

Of the annotated DEGs, 229 genes were significantly up-regulated and 286 were significantly down-regulated in the laying hens at 15–20 h post ovulation (p.o.) when compared to the non-laying hens. The top 30 over-expressed and under-expressed genes with their relative fold change in laying hens are presented in Table 1 and Table 2, respectively. 

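Of the 30 genes of Table 1, edgeR called 29 up-regulated, and the remaining gene, NTN3, had an adjusted p of 0.059. All 30 genes of Table 2 were called down-regulated, with adjusted p-values of up to 0.034. Both lists were chosen on these libraries, so the count of 30 and 30 genes passing when adjusted over the list alone is not independent evidence. Among the genes named in the authors' deposited table, 20 of the Table 1 genes were among the 30 largest rises by edgeR, and 22 of the Table 2 genes among the 30 largest falls. TSKU (ENSGALG00000000761, chromosome 1 of Galgal 5.0, 193483508 to 193498274) rose from 24.1 ± 5.27 CPM in non-layers to 389 ± 145 CPM in layers, a log2 fold change of 4.01 (standard error 0.33, adjusted p = 0.013 by edgeR). PRKG2 (ENSGALG00000010909, chromosome 4, 45935473 to 45954816) rose from 1.31 ± 0.504 to 25.4 ± 7.44 CPM, a log2 fold change of 4.26 (standard error 0.39, adjusted p = 0.016 by edgeR). GNRHR (ENSGALG00000020923, chromosome 10, 20012995 to 20015650) had 232, 107 and 21 counts in layers and 0, 0 and 1 in non-layers. Taking 3 counts in each non-layer as the limit, the layers' mean, to which layer 1 added most, was at least 45.9-fold higher. The log2 fold change of GNRHR by edgeR was 8.22 (standard error 1.31, adjusted p = 0.034) and rests on non-layer counts near 0. SMC2 (ENSGALG00000015691, chromosome Z, 66464325 to 66488192) was at 1.01 ± 0.153 CPM in layers and 50.2 ± 30.7 CPM in non-layers, a log2 fold change of -5.64 (standard error 0.65, adjusted p = 0.026 by edgeR). RRM2 (ENSGALG00000016442, chromosome 3, 96931859 to 96936929) was at 0.811 ± 0.365 CPM in layers and 51.0 ± 32.5 CPM in non-layers, a log2 fold change of -5.98 (standard error 0.76, adjusted p = 0.028 by edgeR). With 1 library left out, the adjusted p by edgeR rose to as much as 0.17 for GNRHR and 0.13 for the other 4 genes.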

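The per-library values show how far the replicates of a group lie apart. NEU4 was at 22.9 ± 13.3 CPM in layers and 0.918 ± 0.379 CPM in non-layers, and SGK1 at 1238 ± 457 and 93.1 ± 18.8 CPM. For both, every layer lay above every non-layer. The down-regulated genes varied more among the non-layers than among the layers. CCNB3 had counts of 434, 702 and 150 in non-layers 1, 2 and 3 and of 11, 7 and 13 in the layers. BUB1 had 578, 1019 and 152 counts in the non-layers and 21, 10 and 14 in the layers. KIF11 had 419, 536 and 163 counts in the non-layers and 24, 22 and 29 in the layers. Non-layer 3 was the lowest non-layer for each of these genes, and still above every layer.

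**Figure D1:**
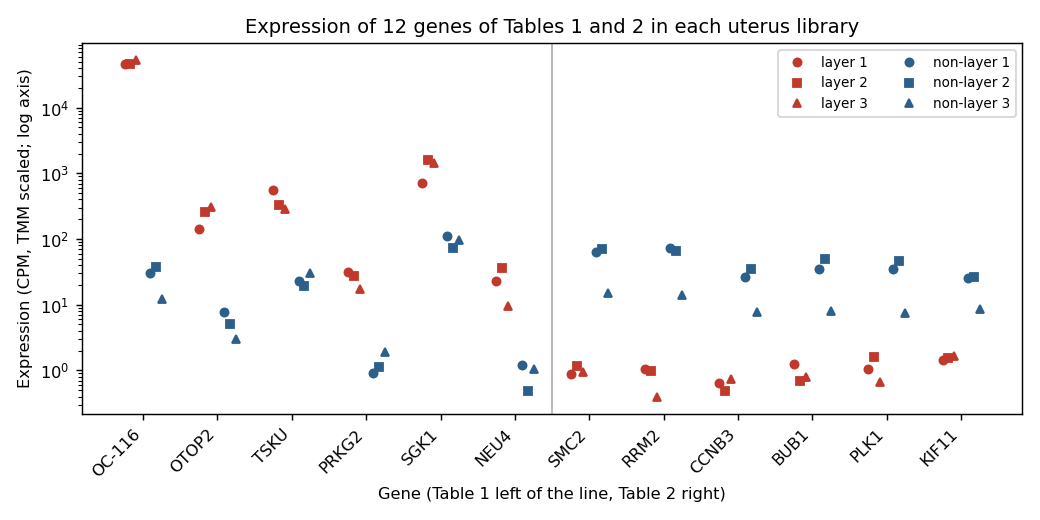
Expression of 12 genes of Tables 1 and 2 in each of the 6 libraries. The vertical axis gives CPM on the TMM scale as a log axis, each symbol is 1 library, and red and blue mark layers and non-layers. For SMC2, RRM2, CCNB3, BUB1, PLK1 and KIF11, non-layer 3 lies between the other non-layers and the layers.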

The heatmap of the 30 most up-regulated and down-regulated genes in layers with respect to non-layers is shown in Fig. 1.

**Table 1:** The 30 most up-regulated differentially expressed genes in the uterus of layers compared to non-layers.

Gene Name	Gene Description	Fold Change
OC-116	ovocleidin-116	174.00
OTOP2	otopetrin 2	15.11
TSKU	tsukushi, small leucine rich proteoglycan	9.85
PRKG2	protein kinase, cGMP-dependent, type II	9.47
SGK1	serum/glucocorticoid regulated kinase 1	8.00
TC2N	tandem C2 domains, nuclear	6.95
NEU4	sialidase 4	6.76
GADL1	glutamate decarboxylase like 1	6.62
FGF1	fibroblast growth factor 1	5.63
LYZ	lysozyme (renal amyloidosis)	5.45
RUBCNL	RUN and cysteine rich domain containing beclin 1 interacting protein like	5.09
GAL3ST2	galactose-3-O-sulfotransferase 2	4.92
WSCD2	WSC domain containing 2	4.76
NIPAL1	NIPA like domain containing 1	4.52
LOC427491	C2 calcium-dependent domain containing 4C-like	4.43
ROS1	ROS proto-oncogene 1, receptor tyrosine kinase	4.29
PHGDH	phosphoglycerate dehydrogenase	4.21
SLC5A9	solute carrier family 5 member 9	4.17
FST	follistatin	4.05
FXYD2	FXYD domain containing ion transport regulator 2	4.01
MCMDC2	minichromosome maintenance domain containing 2	3.97
ALDH1L2	aldehyde dehydrogenase 1 family member L2	3.87
DIO2	deiodinase, iodothyronine type II	3.87
ATP2B2	ATPase plasma membrane Ca2 + transporting 2	3.83
NPDC1	neural proliferation, differentiation and control 1	3.69
GNRHR	gonadotropin-releasing hormone receptor	3.65
SRM	spermidine synthase	3.64
OSTN	osteocrin	3.63
NTN3	netrin 1	3.49
OVST	ovostatin	3.45

Transcripts from uteri of layers and non-layers were aligned to chicken genome and mapped genes with at least 2-fold change difference and Benjamini Hochberg q-value < 0.05 were considered differentially expressed.

**Table 2:** The 30 most down-regulated differentially expressed genes in the uterus of layers compared to non-layers.

Gene Name	Gene Description	Fold Change
SMC2	structural maintenance of chromosomes 2	8.9721
RRM2	ribonucleotide reductase regulatory subunit M2	7.6598
CCNB3	cyclin B3	7.4819
ASPM	abnormal spindle microtubule assembly	6.9292
RACGAP1	Rac GTPase activating protein 1	6.7528
CDCA3	Cell division cycle associated 3	6.5454
CKAP2	cytoskeleton-associated protein 2	6.529
UBE2C	ubiquitin conjugating enzyme E2 U (putative)	6.4307
BRCA1	breast cancer 1	6.3755
KNTC1	kinetochore associated 1	6.2464
CENPE	centromere protein E	6.2078
TPX2	TPX2, microtubule nucleation factor	6.076
BUB1	BUB1 mitotic checkpoint serine/threonine kinase	6.0022
CKS1B	CDC28 protein kinase regulatory subunit 1B	5.5194
KIF11	kinesin family member 11	5.4992
NUSAP1	nucleolar and spindle associated protein 1	5.4481
ADAMTS18	ADAM metallopeptidase with thrombospondin type 1 motif 18	5.4347
DNA2	DNA replication helicase/nuclease 2	5.4128
NEK2	NIMA related kinase 2	5.4027
PLK1	polo like kinase 1	5.2537
CENPF	centromere protein F	5.1474
CIT	citron rho-interacting serine/threonine kinase	5.1143
MELK	maternal embryonic leucine zipper kinase	4.9878
KPNA2	karyopherin subunit alpha 2	4.9424
TOP2A	topoisomerase (DNA) II alpha	4.9072
TK1	thymidine kinase 1	4.8336
ECT2	epithelial cell transforming 2	4.8087
POLQ	DNA polymerase theta	4.7944
ARHGAP19	Rho GTPase activating protein 19	4.7514
PLK4	polo like kinase 4	4.6305

Transcripts from uteri of layers and non-layers were aligned to chicken genome and mapped genes with at least 2-fold change difference and Benjamini Hochberg q-value < 0.05 were considered differentially expressed.

**Figure 1:**
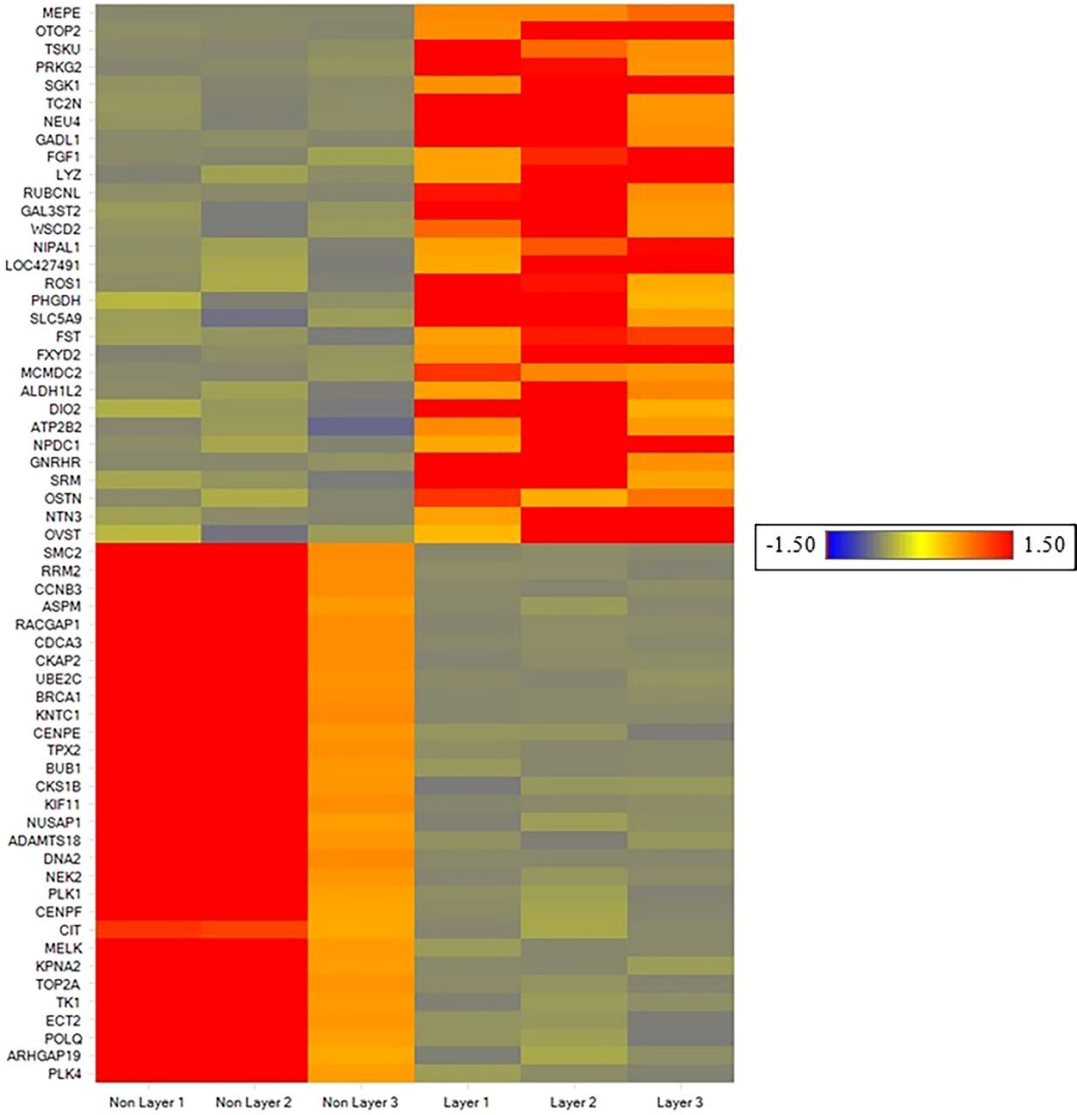
Heat map of thirty up- and thirty down-regulated genes in the uterus of laying and non-laying hens. RNA-seq was performed on three layers (15–20 hours p.o.) and three non-layers’ uteri. Transcripts were aligned to chicken genome and mapped genes with at least 2-fold change difference and Benjamini Hochberg q-value < 0.05 were considered differentially expressed.

### Functional annotation and pathways enrichment analysis of DEGs

An open web source, Database for Annotation Visualization and Integrated Discovery (DAVID) system^10^, was used to gain insight into the various Gene Ontology (GO) terms of the upregulated genes in layers. The official gene symbol of the upregulated genes was uploaded to the functional annotation tool in the DAVID system and chicken was selected as the reference genome. Of the 229 genes uploaded, 193 genes were annotated into three GO terms; biological process (BP), cellular component (CC), and molecular function (MF). All the GO terms were considered enriched at a modified P-value < 0.05 and threshold gene count of 2. About 129 genes were enriched for biological process which included serine biosynthetic process, cellular sodium ion homeostasis, and potassium ion transport as the top three over-represented processes in the upregulated set of genes (Fig. 2a). Molecular function had 3 enriched GO terms with 127 genes (Fig. 2b) while cellular component contained 4 enriched GO terms with 143 genes (Fig. 2c). Interestingly, the most enriched GO term for molecular function was calcium-transporting ATPase activity, while signal transducer activity, and magnesium ion binding were the second and third most-enriched. 

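Calcium-transporting ATPases are pumps that move calcium ions across a membrane at the cost of ATP. ATP2B2 (ENSGALG00000030908, chromosome 12 of Galgal 5.0, 3752214 to 4001595), which belongs to the plasma membrane type, was at 823 ± 333 CPM in layers and 143 ± 49.8 CPM in non-layers. Its log2 fold change was 2.53 (standard error 0.38, adjusted p = 0.033 from edgeR's quasi-likelihood test), and it stayed between 2.14 and 2.79 with each library left out in turn, while the adjusted p rose to as much as 0.17. Of a list of 9 calcium pump genes, 3 are named in the authors' deposited table. All 3 were higher in layers, with log2 fold changes from 1.47 to 2.64, and ATP2B2 was the 1 gene called by edgeR. The other members of the list were not analysed here, as gene names come from the authors' deposited table of DEGs.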

We also analyzed the pathways enrichment for the upregulated genes in layers using Kyoto Encyclopedia of Genes and Genomes (KEGG)^11^. The enrichment parameters were set to a threshold gene count of 2 and a modified Fisher Exact P-value < 0.05. 

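Among the 3 genes GADL1, UPB1 and VNN1, edgeR called 2, and among the 7 genes ATP2B2, ADRB1, PLCB4, ATP2A3, ADORA2A, P2RX2 and AVPR1A it called 4. All of these genes, and CREM, were at least 2-fold higher in layers. GADL1 (ENSGALG00000011447, chromosome 2 of Galgal 5.0, 40023360 to 40105157) was at 132 ± 63.6 CPM in layers and 10.2 ± 0.739 CPM in non-layers, with a log2 fold change of 3.69 (standard error 0.42, adjusted p = 0.024 by edgeR). VNN1 changed less, by 1.23 on the log2 scale (standard error 0.29), and was not called (adjusted p = 0.080 by edgeR). CREM (ENSGALG00000007082, chromosome 2, 13001322 to 13032921) was at 229 ± 48.3 CPM in layers, with a log2 fold change of 1.78 (standard error 0.20, adjusted p = 0.024 by edgeR). PLCB4 had a smaller change with little spread between hens, 262 ± 25.8 against 121 ± 7.28 CPM, a log2 fold change of 1.12 (standard error 0.15, adjusted p = 0.030 by edgeR). ADRB1 was expressed at 2.48 ± 0.499 CPM in layers and 0.919 ± 0.208 CPM in non-layers, and its difference was not called (adjusted p = 0.097 by edgeR). With DESeq2's Wald test in place of edgeR, all of these genes were called. They come from the authors' own DESeq2 calls on these libraries, so this outcome adds no independent evidence. The enrichment itself was not tested, because names are at hand only for the genes that the authors called.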

Only 3 pathways were significantly enriched with pantothenate and CoA biosynthesis being the most-enriched followed by calcium signaling pathway, and adrenergic signaling in cardiomyocytes (Table 3).

**Figure 2:**
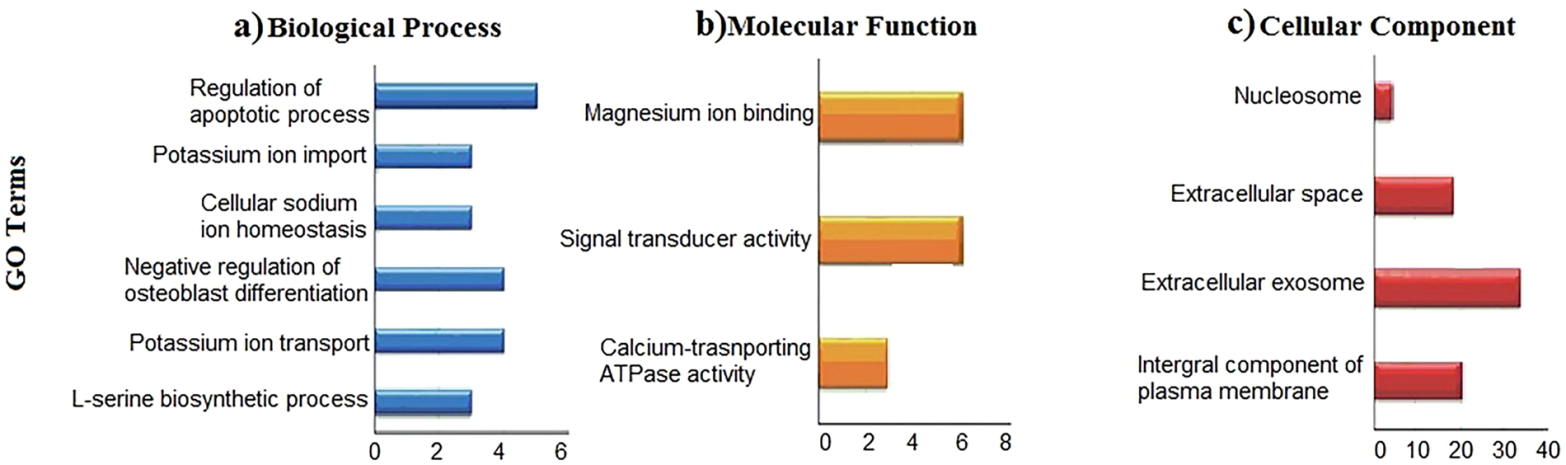
Gene Ontology enrichment analysis of differentially expressed genes in uterus of laying and non-laying hens. (**a**) Biological Process, (**b**) Molecular Function, (**c**) Cellular Component. The 229 up-regulated genes in the layers (15–20 hours p.o.) were subjected to DAVID database for Gene Ontology (GO) enrichment analysis. All the GO terms with a modified Fisher Exact P-value < 0.05 and threshold gene count of 2 were considered enriched.

**Table 3:** KEGG pathway enrichment analysis of upregulated genes in the uterus of layers.

ID	Pathway terms	Fold Enrichment	Genes
gga00770	Pantothenate and CoA biosynthesis	13.6	GADL1, UPB1, VNN1
gga04261	Adrenergic signaling in cardiomyocytes	3.4	ATP2B2, ATP1B1, ADRB1, PLCB4, CREM, ATP1A1
gga04020	Calcium signaling pathway	2.96	ATP2B2, ADRB1, PLCB4, ATP2A3, ADORA2A, P2RX2, AVPR1A

229 up-regulated genes in the layers (15–20 hours p.o.) were subjected to the DAVID database for pathway enrichment analysis. All the pathways with a modified Fisher Exact P-value < 0.05 and threshold gene count of 2 were considered enriched.

### Canonical pathways

The ingenuity pathway analysis (IPA) recognized 480 molecules of the DEGs in its database and analysis showed that these molecules belonged to 43 significant canonical pathways (Table 4). 

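Genes of DNA replication and mitosis were lower in layers. Of a list of 60 such genes, 44 are named in the authors' deposited table, and all 44 had lower expression in layers, with a median log2 fold change of -3.12 and a range from -5.98 to -1.35. edgeR called 26 of the 44 genes. Because names are at hand only for the genes that the authors called, the list was not tested as a set. TOP2A (ENSGALG00000003922, chromosome 27 of Galgal 5.0, 4838538 to 4857184), a DNA topoisomerase, was at 10.2 ± 0.926 CPM in layers and 133 ± 84.0 CPM in non-layers, and its log2 fold change was -3.70 (standard error 0.57, adjusted p = 0.034 by edgeR). The polo-like kinase PLK1 (ENSGALG00000006110, chromosome 14, 6936437 to 6941976) had a log2 fold change of -4.74 (standard error 0.73, adjusted p = 0.034 by edgeR), and PLK4 (ENSGALG00000010195, chromosome 4, 34604394 to 34618545) of -3.53 (standard error 0.55, adjusted p = 0.034 by edgeR). The spread among the non-layers came from non-layer 3, which was the lowest non-layer for all 44 genes. Without it, 41 of the 44 genes were called and the median log2 fold change was -3.52. Without non-layer 1 or 2, or without layer 1 or 2, 0 of them were called, and without layer 3 there were 7, although in each of these fits all 44 had an unadjusted p under 0.05 and the medians stayed between -3.15 and -2.74.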

Cell cycle control of chromosomal replication, cell cycle DNA damage checkpoint regulation, role of BRCA1 in DNA damage response, mitotic roles of polo-like kinase, and estrogen-mediated S-phase entry were the 5 most-significant canonical pathways. Of the 43 significant pathways, 6 pathways (Cell cycle: G2/M DNA damage checkpoint regulation, role of CHK proteins in cell cycle checkpoint control, cell cycle: G1/S checkpoint regulation, cAMP-mediated signaling, p53 signaling, and cardiac B-adrenergic signaling) were predicted to be activated while 9 pathways were predicted to be inhibited; the rest were hard to predict as they had equal weight of evidences on their activation/inhibition state or were hard to predict in general. 

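Serine is made from a glycolytic intermediate by the enzymes PHGDH, PSAT1 and PSPH in turn. PHGDH (ENSGALG00000002988, chromosome 8 of Galgal 5.0, 4264703 to 4268005) was at 26.0 ± 17.5 CPM in layers and 1.55 ± 0.647 CPM in non-layers, a log2 fold change of 4.07 (standard error 0.74, adjusted p = 0.045 from edgeR's quasi-likelihood test). PSAT1 (ENSGALG00000015180, chromosome Z, 37963280 to 37978569) was at 30.9 ± 20.7 and 8.64 ± 2.25 CPM, a log2 fold change of 1.84 (standard error 0.56, adjusted p = 0.13 by edgeR), and the groups overlapped. PSPH (ENSGALG00000002397, chromosome 19, 4836675 to 4867667) was at 23.8 ± 18.0 and 6.96 ± 0.918 CPM, a log2 fold change of 1.77 (standard error 0.50, adjusted p = 0.11 by edgeR). The differences in PSAT1 and PSPH were thus not called by edgeR, whereas DESeq2's Wald test called both. Both are known here only as DESeq2 calls of the authors, so the latter is not independent evidence. All 3 enzymes varied widely among the layers, with 614, 516 and 103 counts of PHGDH in layers 1, 2 and 3. PSPH had 752, 183 and 251 counts in these layers. Its log2 fold change fell to 0.94, under 2-fold, in the lowest of the fits that each left out 1 library.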

Serine biosynthesis, and superpathways of serine and glycine biosynthesis I were significant with the greatest proportion of encompassed genes. We were particularly interested in calcium transport I, cAMP-mediated signaling and cardiac β-adrenergic signaling pathways because of their potential activation state, and association in ion-transport (Fig. 3).

**Table 4:** Significant canonical pathways involved in the eggshell formation in layers.

Ingenuity Canonical Pathways	−log(p-value)
Cell Cycle Control of Chromosomal Replication	9.68
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	8.12
Role of BRCA1 in DNA Damage Response	6.73
Mitotic Roles of Polo-Like Kinase	6.7
Estrogen-mediated S-phase Entry	5.94
Cyclins and Cell Cycle Regulation	5.83
Role of CHK Proteins in Cell Cycle Checkpoint Control	5.38
GADD45 Signaling	4.33
DNA damage-induced 14-3-3σ Signaling	4.33
Hereditary Breast Cancer Signaling	4.05
Serine Biosynthesis	3.98
DNA Double-Strand Break Repair by Homologous Recombination	3.7
Antiproliferative Role of TOB in T Cell Signaling	3.63
ATM Signaling	3.49
Superpathway of Serine and Glycine Biosynthesis I	3.45
Cell Cycle: G1/S Checkpoint Regulation	3.2
Breast Cancer Regulation by Stathmin1	3.16
Calcium Transport I	2.94
Cell Cycle Regulation by BTG Family Proteins	2.9
Pancreatic Adenocarcinoma Signaling	2.85
Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I	2.82
Pyridoxal 5′-phosphate Salvage Pathway	2.5
cAMP-mediated signaling	2.31
Gustation Pathway	2.13
Regulation of Cellular Mechanics by Calpain Protease	2.07
p53 Signaling	1.93
tRNA Splicing	1.9
Molecular Mechanisms of Cancer	1.82
Salvage Pathways of Pyrimidine Ribonucleotides	1.72
G-Protein Coupled Receptor Signaling	1.68
Primary Immunodeficiency Signaling	1.67
Dopamine-DARPP32 Feedback in cAMP Signaling	1.52
Oleate Biosynthesis II (Animals)	1.49
Cardiac β-adrenergic Signaling	1.44
Aryl Hydrocarbon Receptor Signaling	1.42
DNA Methylation and Transcriptional Repression Signaling	1.41
Glioma Signaling	1.38
nNOS Signaling in Skeletal Muscle Cells	1.37
Choline Degradation I	1.36
L-DOPA Degradation	1.36
Spermidine Biosynthesis I	1.36
Sulfate Activation for Sulfonation	1.36
Mismatch Repair in Eukaryotes	1.32

All the differentially expressed genes in the layers were used in Ingenuity Pathway Analysis, and significant canonical pathways based on IPA scores were identified.

**Figure 3:**
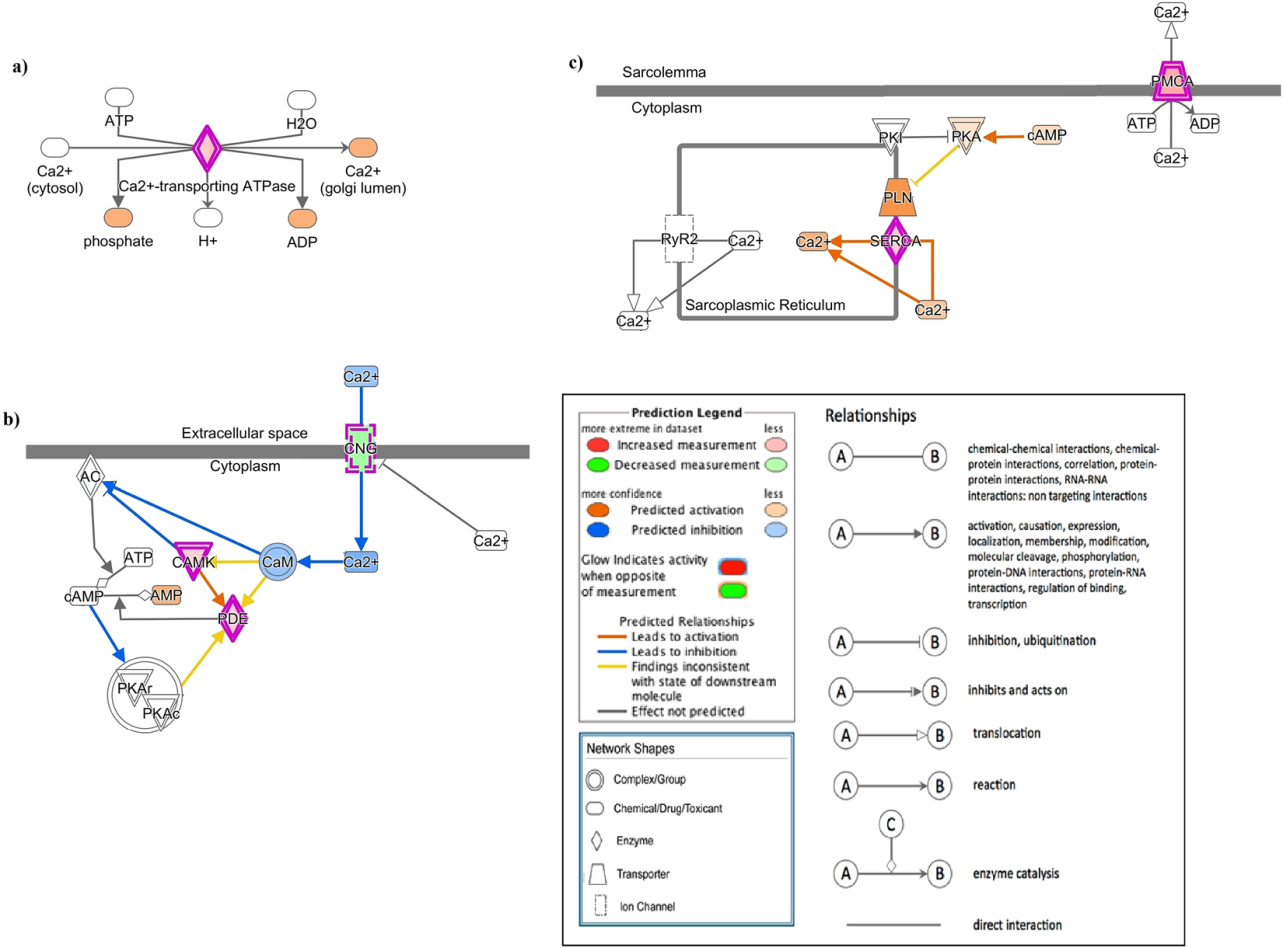
Results of significant canonical pathways associated with ion-transport and the molecules involved. (**a**) Calcium Transport- I pathway. (**b**) cAMP-mediated signaling pathway. (**c**) Cardiac-β-adrenergic signaling pathway. The canonical pathways were analyzed using QIAGEN’s Ingenuity Pathway Analysis (IPA; QIAGEN Inc, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)^32^. Differentially expressed genes in the layers were subjected to IPA analysis and significant canonical pathways were identified at P-value < 0.05. Above identified canonical pathways demonstrate how the candidate molecules (genes) are involved in ion-transport.

### Variation in uterine expression of selected genes at different physiological status of hens

The RNA-seq data identified the differentially expressed novel genes in the uteri of laying hens. To determine whether these genes are specific to eggshell calcification, expressions of these genes were further determined in the uteri of laying hens (3 h and 15–20 h p.o.), molting hens and non-laying hens. Twelve candidate genes were selected for validation using qPCR: ovocleidin-116 (OC-116), otopetrin 2 (OTOP2), otopetrin 3 (OTOP3), calcitonin related polypeptide beta (CALCB), stanniocalcin 2 (STC2), osteocrin (OSTN), calcium/calmodulin-dependent protein kinase (CAMK1D), ATPase Na^+^/K^+^ transporting subunit alpha 1 (ATP1A1), ATPase sarcoplasmic/endoplasmic reticulum Ca2^+^ transporting 3 (ATP2A3), ATPase Na^+^/K^+^ transporting subunit beta 1 (ATP1B1), ATPase plasma membrane Ca2^+^ transporting 2 (ATP2B2), and ATPase secretory pathway Ca2^+^ transporting 2 (ATP2C2). 

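In the RNA-seq libraries, all 12 candidates were at least 2-fold higher in layers, with log2 fold changes from 1.40 to 10.83. edgeR called 4 of the 12 DEGs, namely OC-116, OTOP2, OSTN and ATP2B2. When the p-values were adjusted over the list alone, 12 passed, but the list was chosen on these libraries, so this is not independent evidence. DESeq2's Wald test called all 12, but the authors' DESeq2 run on these libraries is where the list was drawn from. OSTN (ENSGALG00000007226, chromosome 9 of Galgal 5.0, 13761297 to 13772476) was at 12.2 ± 2.41 CPM in layers and 2.43 ± 0.800 CPM in non-layers, a log2 fold change of 2.33 (standard error 0.33, adjusted p = 0.033 by edgeR). Among the 8 candidates that edgeR did not call, the adjusted p ranged up to 0.13.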

The gene network showing the interactions of the identified candidate genes using IPA network analysis is shown in Fig. 4. Among the three house-keeping genes (*TATA-binding protein (TBP), GAPDH*, *B-actin*), expression of *TBP* was most stable in the uterine tissues. So, the relative fold change of the candidate genes was determined using 2^−ΔΔCt^ method after normalization with TBP. Of the 12 candidate genes selected for qPCR validation, five genes showed significant changes between the experimental groups. *OC-116*, *OTOP2*, *STC2* and *CALCB* had the highest expression in hens when the egg was in the uterus (15–20 h p.o.), while *ATP2C2* had the highest expression in hens when the egg was in the magnum (3 h p.o.), followed by intermediate expression intensity in hens with egg in the uterus (Fig. 5). The expression of *OC-116* mRNA in the uterus was 12 thousand-fold higher and 30-fold higher in laying hens at 15–20 h p.o. compared to the non-layers and molters, respectively. Similarly, *OTOP2*, *STC2* and *CALCB* had 71-fold, 8-fold, and 6-fold higher expression levels in the uterus of laying hens at 15–20 h p.o. compared to the non-laying hens, respectively (Fig. 5). In comparison to the molters, the uteri of laying hens at 15–20 h p.o. showed 11-fold, 3-fold, and 8-fold higher expression levels for *OTOP2*, *STC2*, and *CALCB*, respectively. 

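Fold changes of 5 genes, OC-116, OTOP2, STC2, CALCB and ATP2C2, can be set beside the paper's qPCR values. By edgeR, they were 1819-fold, 45-fold, 3.40-fold, 3.59-fold and 2.77-fold in layers against non-layers. The paper's qPCR values for the same genes are 12000-fold, 71-fold, 8.3-fold, 5.9-fold and 3.4-fold. Across these genes, which are not independent replicates, the squared Pearson correlation was 0.9997 (two-sided exact permutation of the pairings, p = 0.017). On the log2 scale the squared correlation was 0.9882. A single gene spans most of the range, and with OC-116 left out the squared correlation over the remaining 4 genes was 0.9975 (exact permutation, p = 0.083). OTOP2 then spans most of the range, so that values near 1 follow from 1 large fold change and say little of the smaller ones. With the fold changes of the authors' deposited table in place of edgeR's, the squared correlation over 5 genes was 0.9953 (exact permutation, p = 0.025). The paper concludes from its own pair of fold changes that the methods are highly correlated.

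**Figure D2:**
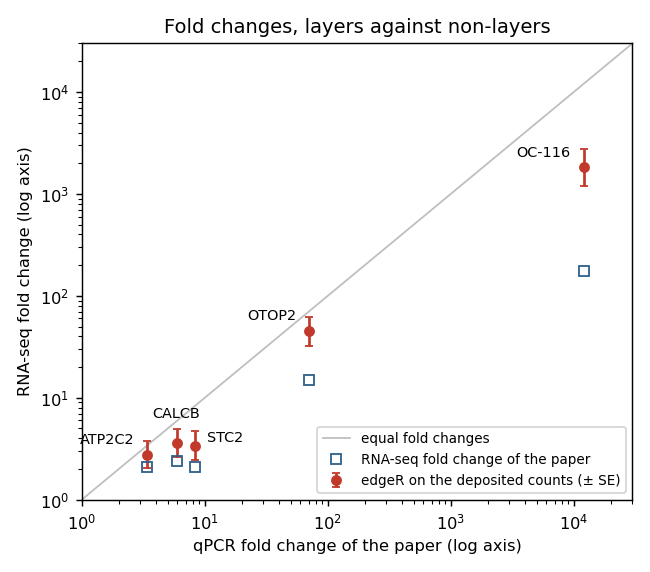
RNA-seq fold changes in layers against non-layers (vertical axis, log scale) and the paper's qPCR fold changes (horizontal axis, log scale) for 5 genes. Filled circles are edgeR fold changes with bars of 1 standard error, open squares are the paper's RNA-seq fold changes, and the line marks equal values; the edgeR value of each gene lies above the paper's RNA-seq value.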

The results of relative fold change for candidate genes obtained from RNA-seq and qPCR were highly correlated (Supplementary Table S4).

**Figure 4:**
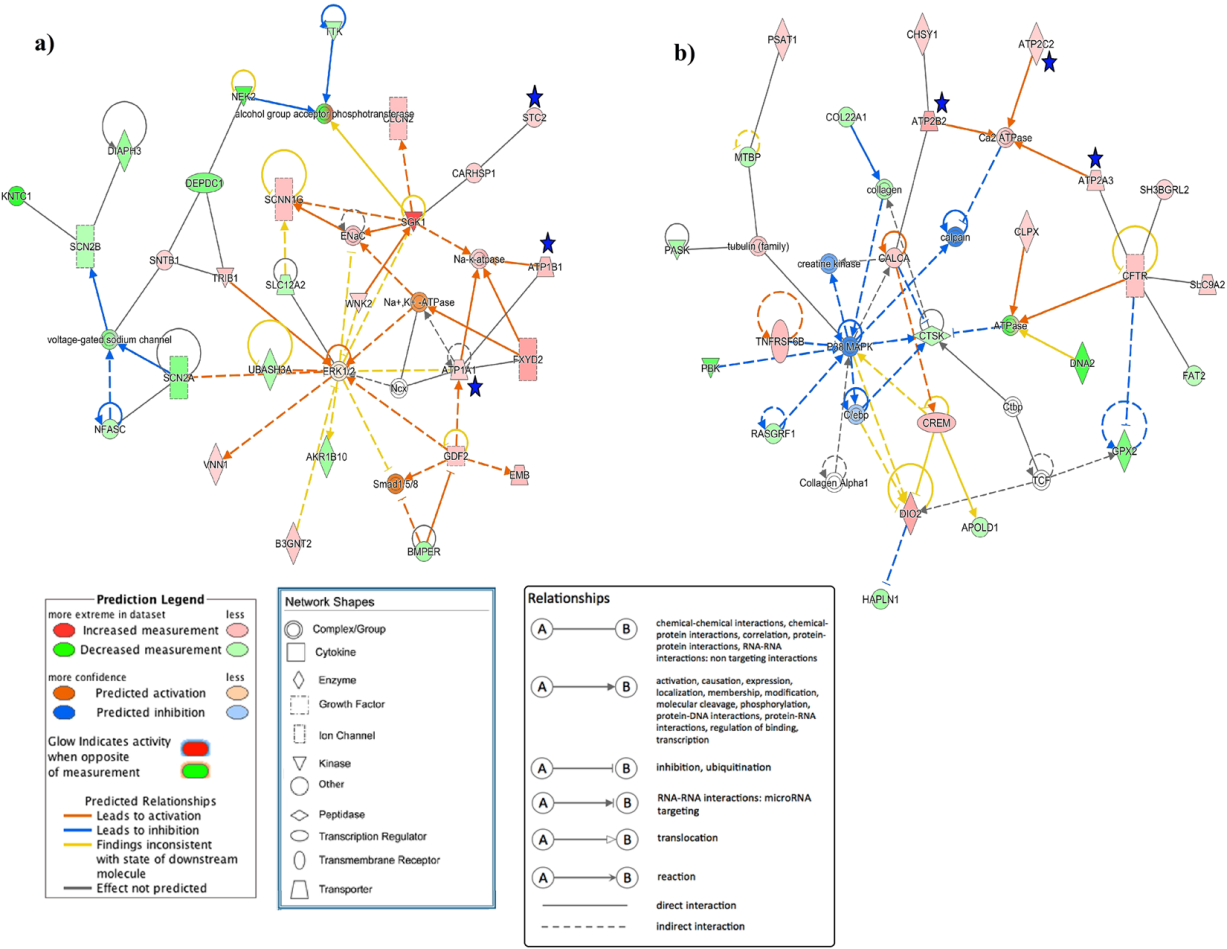
Gene network highlighting the candidate genes and their interaction in potentially regulating the calcium-ion transport during eggshell formation derived from QIAGEN’s Ingenuity Pathway Analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)^35^. (**a**) Gene network for molecular transport, cellular function and maintenance, small molecule biochemistry. (**b**) Gene network for auditory and vestibular system development and function, organismal injury and abnormalities, cancer. Differentially expressed genes in the layers were used in Ingenuity Pathway Analysis and significant gene networks based on IPA scores were identified.

**Figure 5:**
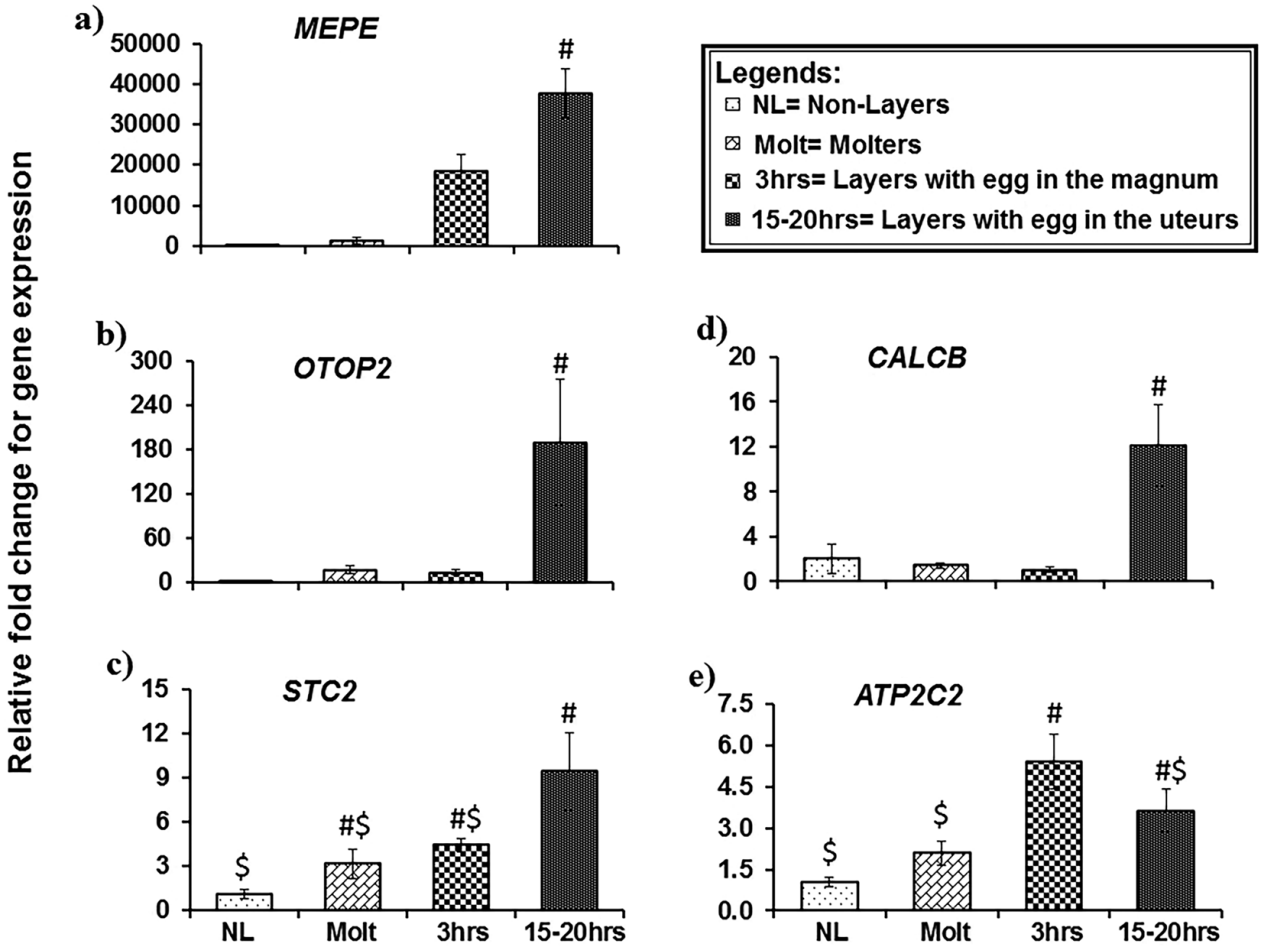
Validation of the gene expression in the uteri of non-laying, molting and laying hens. Data represented as the mean ± SE. X-axis represents different experimental groups; Y-axis represents relative fold change for gene expression. # and $ denotes significance at P-value < 0.05.

## Discussion

Eggshell calcification in the uterus of laying hen involves several cellular and molecular processes in the secretion, transport, and biomineralization of calcium carbonate around the egg.

In this study, we performed gene expression profiling using RNA-seq of uterine samples from laying and non-laying hens. DE-seq analysis between layers’ and non-layers’ uteri revealed several novel genes and biological pathways that potentially regulates the calcium transport and consequently the eggshell formation. Based on the enriched pathways and molecular functions, and their expression levels, twelve genes were identified as potential regulator of calcium-homeostasis during eggshell mineralization. Further, these novel genes were validated in the uteri of laying (3 h p.o. and 15–20 h p.o.), molters and non-laying hens using qPCR. Among the upregulated genes, *OC-116*, *OTOP2*, *STC2*, *CALCB*, and *ATP2C2* were significantly higher in the uteri of laying hens during the eggshell formation (15–20 h p.o.).

Ion-transporting genes/proteins have a significant role in supplying the required amount of calcium and other ions for eggshell mineralization. Previous transcriptomic studies^4–8,11^ in the chicken oviduct have reported that calbindin, ATPases, sodium calcium exchangers, and solute carriers are actively involved in the supply of ions and minerals for eggshell biomineralization. 

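Secreted phosphoprotein 1 (SPP1, ENSGALG00000010926, chromosome 4 of Galgal 5.0, 45974555 to 45977750) had 35824, 9670 and 2846 counts in layers 1, 2 and 3, and 6, 5 and 15 counts in the non-layers. This corresponds to 985 ± 1018 CPM in layers and 0.464 ± 0.281 CPM in non-layers. The log2 fold change was 11.03 (standard error 1.25, adjusted p = 0.024 from edgeR's quasi-likelihood test), the largest of the 228 rises ranked among the genes that the authors' deposited table names. In the authors' deposited table its fold change is 2.45. With each library left out in turn, the log2 fold change lay between 9.79 and 11.64 and the adjusted p reached 0.13. Calbindin and the regulator of calcineurin were not analysed here.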

Some well-known genes regulating eggshell mineralization such as calbindin, secreted phosphoprotein, and regulator of calcineurin were detected in our RNA-seq data and we confirmed their differential expression by qPCR (data not shown). However, the scope of this study was to report novel genes that might play complementary role in calcium transport for eggshell biomineralization.

OC-116 also known as MEPE (matrix extracellular phosphoglycoprotein) is an anti-remodeling matrix protein and plays a role in bone- and eggshell- mineralization^4,12,13^. OC-116 is one of the major proteins of the eggshell matrix which is associated with the microvesicular cavities of the eggshell and regulates the calcite crystals organization within the eggshell. OC-116, together with ovocalyxin-32, determines the elasticity, shell thickness, and eventually the shape of the egg^7,14–16^. OC-116 and OC-17 act as framework proteins for calcite crystals deposition during mineralization process^14^. The concentration of OC-17 and some egg-white proteins such as ovotransferrin, ovalbumin, and lysozyme govern the organization of the calcite crystals on the mammillary layer of the eggshell^14,15^. The matrix proteins OC-116 and ovocalyxin-32 then, are involved in the termination of the mineralization process. Both microarray and proteomic studies have confirmed that the expression of OC-116 is dominant at the active calcification stage of mineralization^5,7–9,17,18^. 

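OC-116 (ENSGALG00000010927, chromosome 4 of Galgal 5.0, 45986045 to 45995778) was the most counted gene in each of the 3 layers. It took 4.32% ± 0.317 (SD, n = 3) of all gene counts in layers and 0.00297% ± 0.00136 (SD, n = 3) in non-layers (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The counts were 786865, 668688 and 940227 in the layers and 492, 767 and 238 in the non-layers. In layer 1 the share was 4.35% with a Wilson 95% confidence interval of 4.34% to 4.36%, so counting error is far below the difference between hens. The log2 fold change was 10.83 (standard error 0.61, adjusted p = 0.0037 from edgeR's quasi-likelihood test) and stayed between 10.49 and 11.17 with each library left out in turn. The adjusted p was at most 0.068 in these fits, and the call was lost without non-layer 1. The deposited RPKM was 18105 ± 1328 in layers and 12.5 ± 5.64 in non-layers.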

We also observed a very high expression of *OC-116* in the uteri (174-fold by RNA-seq and 12,000-fold by qPCR) during the active eggshell calcification. Similar to our findings, expression of *OC-116* has also been reported by Brionne *et al*.^5^ where comparative expression was determined in laying hens and expelled hens (same as non-laying) that mimics the experimental model of this study confirming the role of OC-116 in eggshell biomineralization.

Calbindin is an intracellular calcium ion transporter and maintains a low concentration of Ca^2+^ in the uterus^4^. In our study, we identified some previously unpredicted otopetrin genes that may participate in the trans-epithelial transport of Ca^2+^ across the uterine plasma membrane into the cytoplasm. 

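Both otopetrin genes that the authors' deposited table names lie side by side on chromosome 18 of Galgal 5.0. OTOP2 (ENSGALG00000007791, 10645623 to 10650511) was at 234 ± 86.2 CPM in layers and 5.22 ± 2.36 CPM in non-layers, with a log2 fold change of 5.49 (standard error 0.47, adjusted p = 0.013 from edgeR's quasi-likelihood test). OTOP3 (ENSGALG00000028214, 10656715 to 10661393) was expressed far lower, with 11, 50 and 22 counts in layers 1, 2 and 3 and 3, 4 and 2 counts in the non-layers. Its log2 fold change of 3.40 (standard error 0.76) was not called (adjusted p = 0.070 by edgeR), and it rests on counts near the limit of detection. DESeq2's Wald test called both genes, which adds nothing independent, as the authors picked them with DESeq2 on these libraries.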

The otopetrin gene family has three members; OTOP1, OTOP2, and OTOP3. Though the function of OTOP2 and OTOP3 remains unknown, *Otop1* is postulated to maintain the high concentration of cytosolic calcium in the supporting cells of inner ear during otoconia mineralization in mice^19^. OTOP genes do not necessarily have the same biochemical function as *Otop1*^20^, however, based on their highly conserved nature between vertebrates and a validated up-streamed expression in laying hens during egg calcification, we hypothesized that OTOP2 has a similar role of regulating intracellular calcium in the uterus for eggshell calcification.

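STC2 (ENSGALG00000002893, chromosome 13 of Galgal 5.0, 9230034 to 9239581) was at 3.64 ± 1.47 CPM in layers and 1.07 ± 0.386 CPM in non-layers of the RNA-seq libraries, with counts of 36, 73 and 66 against 22, 25 and 12. The log2 fold change was 1.76 (standard error 0.47), and it was not called by edgeR (adjusted p = 0.10 from edgeR's quasi-likelihood test). CALCB, which is listed as CALCA in the authors' deposited table (ENSGALG00000006054, chromosome 5, 10532056 to 10544141), was at 8.00 ± 3.16 CPM in layers and 2.22 ± 0.906 CPM in non-layers. Its log2 fold change was 1.85 (standard error 0.45), also without a call (adjusted p = 0.084 by edgeR). For both genes every layer lay above every non-layer. DESeq2's Wald test, with or without the prior on fold changes, called both genes. The authors chose their DEGs with DESeq2 on the same libraries, so these calls are not independent evidence.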

Stanniocalcin 2 (STC2) and calcitonin-related polypeptide B (CALCB), also identified for the first time in the uterus, were significantly increased in the laying hens at 15–20 h p.o. STC2 is distributed in a wide variety of tissues and has several functions including osteoblast differentiation^21,22^. It is expressed in chicken joints and its expression is directly related to bone mineralization^22,23^. STC2 acts via activation of extracellular signal-regulated kinase 1/2 (ERK1/2) pathway^22^. The ERK5 pathway, observed in our RNA-seq analysis, has a similar function to the ERK1/2 pathway^24^. CALCB is a member of the calcitonin-related polypeptide family primarily known to regulate cellular calcium homeostasis. It was overexpressed only in the laying hens at 15–20 h p.o. compared to non-layers, molters, and layers at 3 h p.o. suggesting its primary role in eggshell mineralization in hen uteri. CALCB in the uterine epithelium may act through activation of IP3 secondary messenger to cause the intracellular release of free Ca^2+^ ions from the endoplasmic reticulum reserve^25^. Our findings and earlier reports are indicative that STC2 and CALCB are also the novel regulators of mineralization in the eggshell.

The present study also reports the expression of several members of the ATPase family genes in the uterus of laying hens. ATPases are groups of enzymes that help to transport solutes across the cell membrane against their concentration gradient. Three types of ATPases are present in mammals and birds; plasma membrane Ca^2+^ ATPase (PMCAs), secretory pathway Ca^2+^ ATPase (SPCAs), sarcoplasmic reticulum Ca^2+^ ATPase (SERCAs). ATP2B2 is a member of the PMCAs and catalyzes the export of calcium ions in the extracellular space^26^. Based on IPA analysis and canonical pathways, ATP2B2 participates in the calcium signaling pathway which is predicted to be activated during eggshell mineralization. ATP2C2 is a member of the SPCA family of genes. IPA analysis showed that ATP2C2 is a molecule in the significant Calcium Transporting I canonical pathway. It regulates the influx of Ca^2+^ into the cell and the consecutive transport of the cytosolic calcium ions into the Golgi lumen^27^. Expression of ATP2C2 in cancer cells is followed by an increase in luminal Ca^2+^ and initiation of microcalcifications^28^. Based on the functional role of ATP2C2 in different tissues, we speculated that it may participate in eggshell mineralization. We also found ATP2A3 significantly up-regulated in uteri of laying hens. 

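ATP2A3 (ENSGALG00000001564, chromosome 19 of Galgal 5.0, 3247312 to 3281243) was at 744 ± 835 CPM in layers and 119 ± 5.18 CPM in non-layers. The SD in layers exceeded the mean because layer 2 had 24458 counts, against 6319 in layer 1 and 2794 in layer 3. The log2 fold change was 2.64 (standard error 0.79), and it was not called by edgeR (adjusted p = 0.13 from edgeR's quasi-likelihood test). With each library left out in turn it lay between 1.16 and 3.13. With DESeq2's Wald test and unshrunken fold changes, the log2 fold change was 2.67 and the gene was called (adjusted p = 0.0022 by DESeq2). This repeats the authors' DESeq2 call on the same libraries and is not independent of it.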

ATP2A3, the member of SERCAs, is an intracellular calcium pump and translocates the cytosolic Ca^2+^ ions to the sarcoplasmic reticulum lumen. Its’ up-regulated status in the uterus suggests that ATP2A3 helps in the act of oviposition.

The top 15 significant canonical pathways belonged to cell cycle, proliferation, and biosynthesis which is reflective of the cellular changes and biological activity occurring in the uterus. However, the focus of this study was on the canonical pathways those are directly related to ion-transport. The DEGs belonged to three significant canonical pathways of interest; (1) Calcium Transport-I, (2) cAMP-mediated signaling, and (3) Cardiac β-adrenergic signaling. Calcium Transport-I pathway constituted of ATP2A3, ATP2B2, and ATP2C2 and involved in the transport of Ca^2+^ ions from cytosol into the golgi lumen (Fig. 3a). 

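Of these 3 pumps, ATP2C2 (ENSGALG00000035743, chromosome 11 of Galgal 5.0, 16970803 to 16992524) was at 594 ± 391 CPM in layers and 215 ± 34.0 CPM in non-layers. It had 7609, 4234 and 18452 counts in layers 1, 2 and 3, and 2897, 4909 and 4332 in the non-layers. The log2 fold change was 1.47 (standard error 0.44) and did not pass the threshold (adjusted p = 0.13 from edgeR's quasi-likelihood test). It fell to 0.80 in the lowest of the fits that each left out 1 library. ATP2A3 and ATP2C2 thus each owed much of their mean to a single hen, layer 2 for the first and layer 3 for the other, while ATP2B2 had 10903, 17382 and 10975 counts in the layers and at most 3855 in a non-layer.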

Calcium/calmodulin-dependent protein kinase ID (CAMK1D) was one of the molecules that act through the cAMP-mediated signaling pathway. 

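CAMK1D (ENSGALG00000033051, chromosome 1 of Galgal 5.0, 6522549 to 6602832) was at 36.6 ± 13.4 CPM in layers and 13.8 ± 1.53 CPM in non-layers. Its log2 fold change was 1.40 (standard error 0.29, adjusted p = 0.055 from edgeR's quasi-likelihood test), just outside the threshold. With each library left out in turn, the gene was called in 1 of 6 fits, the one without layer 3, and the log2 fold change lay between 1.09 and 1.64, with an adjusted p of up to 0.22 by edgeR.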

Cyclic nucleotide gated channel alpha 4 (CNGA4), a down-regulated molecule in layers observed in our RNA-seq, was also involved in the cAMP-mediated signaling. 

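CNGA4 (ENSGALG00000022704, chromosome 1 of Galgal 5.0, 194460896 to 194463263) was at 1.35 ± 0.631 CPM in layers and 6.46 ± 2.14 CPM in non-layers, from 13, 18 and 36 counts in layers and 121, 162 and 77 in non-layers. The log2 fold change of CNGA4 was -2.25 (standard error 0.46, adjusted p = 0.055 from edgeR's quasi-likelihood test), between -2.67 and -1.97 with each library left out in turn. On the deposited RPKM values, limma called it, with a change of -1.56 on the log2(RPKM + 1) scale (adjusted p = 0.029 by limma). That fit leaned toward falls, with 518 of its 604 DEGs down-regulated, so its call of a fall adds little.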

CNGA4 has Ca^2+^ mediated negative feedback on the CAMK1D activation (ref.^29^; Fig. 3b). The SERCAs act via the Cardiac β-adrenergic signaling pathways (Fig. 3c). The three canonical pathways associated with calcium-ion remodeling were governed by the ATPases. However, the IPA canonical pathways analysis failed to incorporate the other novel molecules such as OTOP2, STC2, and CALCB. This might be due to the insufficiency of the regulatory and mechanistic information of such novel genes in the uterus.

The eggshell biomineralization in the hen uteri is a complex process involving the interaction of organic matrix and inorganic solutes to form a hard-calcified membrane that protects the inner content of the egg. With the development of transcriptomic methods, new genes associated with the biological process are being discovered. Using Next Generation Sequencing analysis of uteri, we reported the involvement of eleven novel genes in eggshell mineralization. We further confirmed that *Stanniocalcin 2*, *Otopetrin 2*, *Calcitonin-related polypeptide B* and *ATPase secretory pathway Ca2*^+^ *transporting 2* are the novel genes in the laying hen uterus that are associated with calcium-ion transport and thus, are essential molecules in the eggshell formation. Also, the canonical pathways such as calcium transport I, cAMP-mediated signaling, and cardiac β-adrenergic signaling were identified to be associated with ion-transport during eggshell formation (Fig. 6).

**Figure 6:**
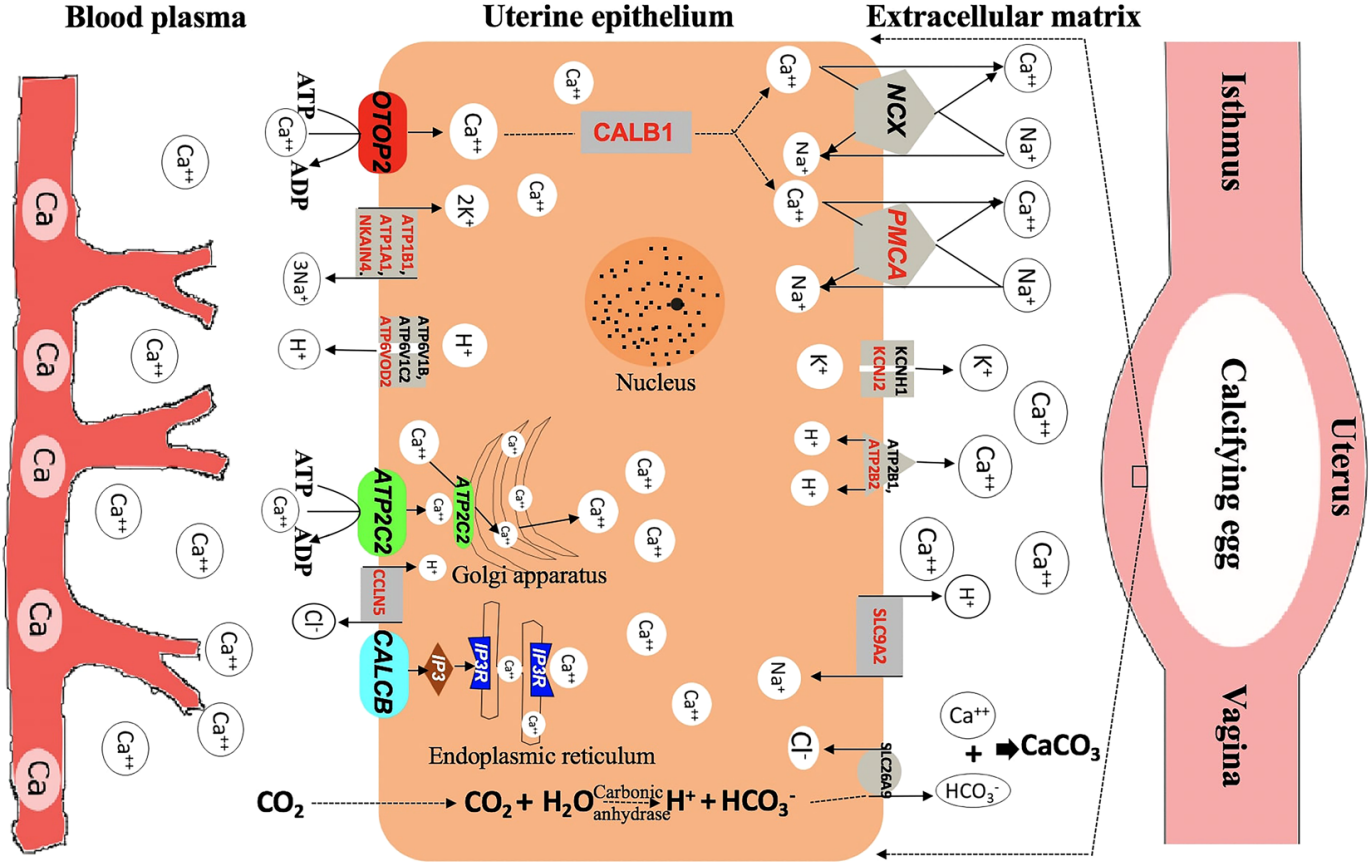
The proposed hypothetical model showing the identified genes and the cognate biological pathways involved in calcium transport for eggshell biomineralization in the uterus. The molecules with colored shapes and red-texts are novel genes detected in this study, whereas, those with grey texts and/or shape are genes described by previous studies^4,5,36^.

Based on the functional analysis of the novel genes identified in our study as well as previously reported^4,5^, we proposed a hypothetical model showing the identified genes and the cognate biological pathways involved in calcium transport for eggshell mineralization in the uterus (Fig. 6). The massive amount of Ca^2+^ ions required for eggshell mineralization is not reserved in the uterus but continuously supplied through the bloodstream^5^. Under the influence of estrogen, calcium stored in the medullary bones are mobilized into the bloodstream^30^. From the blood capillaries, Ca^2+^ ions move into the extracellular space and are transported in the uterine epithelium by passive transport towards lower concentration gradient maintained by calbindin 1^4^. 

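Besides the calcium pumps, genes of sodium and potassium exchange were higher in layers. ATP1B1 (ENSGALG00000015233, chromosome 1 of Galgal 5.0, 83773214 to 83787119) was at 2553 ± 1038 CPM in layers and 650 CPM on average in non-layers, with a log2 fold change of 1.97 (standard error 0.38, adjusted p = 0.051 from edgeR's quasi-likelihood test). NKAIN4 (ENSGALG00000005774, chromosome 20, 8921322 to 8968931) was at 75.9 ± 21.1 and 29.3 ± 10.7 CPM, with a log2 fold change of 1.37 (standard error 0.32, adjusted p = 0.074 by edgeR). Neither gene was called by edgeR, and DESeq2's Wald test called both. That call is not independent of the authors' DESeq2 list, from which both genes come. ATP2B1 and KCNH1 were not analysed here.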

Several molecules such as ATP2B1 and ATP2B2 directly transport Ca-ions; ATP1A1, ATP1B1, NKAIN4 participate in Na^+^/K^+^ exchange across the cell; and KCNH1 regulates the efflux of K^+^ ions across the uterine epithelium^5^. Besides those reported genes, our findings suggest that Ca^2+^ ions are also transported actively across the uterine epithelium by some novel transporters such as ATP2C2, CALCB and OTOP. The free Ca^2+^ ions influx from the circulation into the uterine epithelial cells further induces the release of Ca^2+^ ions from the intracellular calcium reserves (endoplasmic reticulum and Golgi apparatus)^31^. This huge amounts of intracellular Ca^2+^ ions are then carried by sodium-calcium exchangers (NCX), and plasma membrane Ca^2+^ ATPase (PMCA) into the extracellular matrix where they are combined with bicarbonate ions to initiate mineralization of the eggshell in the uterine lumen^7^. In conclusion, our study provides the expression of several novel genes and biological pathways involved in the Ca^2+^ transportation in the uterus of laying hen and their potential functions in the eggshell biomineralization.

## Materials and Methods

### Animals and husbandry practices

All animal experimentations were carried out in accordance with the guidelines approved by the Institutional Animal Care and Use Committee of the University of Hawaii at Manoa. The husbandry practices, and tissue collection procedures were followed as per standard protocol of Small Animal Facility of College of Tropical Agriculture and Human Resources, University of Hawaii at Manoa. Hy-Line hens were brought from a commercial layer farm in Hawaii and acclimatized for two weeks in the research facility. All hens were housed individually in pens with deep-litter housing under the light regimen of 16 h of light (from 5 am to 9 pm) and 8 h of dark (from 9 pm to 5 am) with *ad libitum* access to feed and water. Hens were monitored daily, and their egg-laying times were recorded. Laying hens (35 weeks old; n = 12) with more than 80% production rate, molters (around 60 weeks old; n = 6), and non-laying hens (35–60 weeks old; n = 6) were used for sampling.

### Tissue collection

Laying history and abdominal palpation were used to presume the presence of egg in the uterus, followed by post-mortem confirmation to determine the total time spent by the egg in the oviduct post-ovulation (p.o.). Molting hens were confirmed based on the laying history and the presence of unovulated eggs in the ovary. Non-laying hens were confirmed based on the absence of any growing follicles in the ovaries. Uteri were collected only from those laying hens where the egg was at albumen deposition stage and at an active calcification stage, i.e., around 3 hours and 15–20 hours p.o., respectively. The eggshell biomineralization starts when the egg is in the uterus and concurrently the expression of the genes involved is supposed to be higher during this period (15–20 h p.o.). From the molting and non-laying hens, uterine tissues were collected at similar time-points parallel to sampling of laying hens. For RNA analysis, portions of the uterine tissues were collected and snapped frozen immediately in liquid nitrogen then stored at −80 °C until analysis.

### RNA isolation and quality control

Total RNA was isolated from frozen tissues (50–100 mg) using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. The concentration of total RNA was determined using NanoPhotometer® P330 (IMPLEN, Los Angeles, CA). RNA quality was determined with the Agilent 2100 Bioanalyzer (Agilent Technologies, Massy, France) and only the samples with an RNA integrity number (RIN) >8.5 were further used for RNA-sequencing, and quantitative real-time PCR.

### Library preparation and Illumina sequencing

RNA-Seq libraries were prepared and sequenced at the University of Hawaii Cancer Center Genomics and Bioinformatics Shared Resource (UHCC GBSR) facility. A TruSeq Stranded mRNA kit (Illumina, San Diego, CA) was used to prepare the RNA-Seq libraries from total RNA samples extracted from laying hens at 15–20 h p.o. (n = 3) and non-laying hens (n = 3) uteri. Libraries were prepared according to the manufacturer’s protocol without any modification. Briefly, poly-A RNA fraction, containing mRNAs and certain non-coding RNAs, was enriched from 500 ng of total RNA in two rounds of purification using Poly-T oligo magnetic beads. RNA was eluted using Elute, Prime, Fragment Mix followed by 8-minute fragmentation at 94 °C. Fragmented RNA samples were subsequently used for cDNA first- and second-strand synthesis finished by purification on AMPure XP beads (Beckman Coulter, Brea, CA) that were used to separate the blunt-ended dsDNA from the unincorporated nucleotides and enzymes. cDNAs were then adenylated at their 3′ ends followed by ligation of indexing adapters, specific for each sample. The DNA fragments with adapter molecules on both ends were enriched with 15 cycles of PCR followed by two rounds of purification on AMPure XP beads. The size and quality of the libraries were assessed in a High Sensitivity DNA Bioanalyzer assay (Agilent Technologies, Massy, France). Next, libraries were quantified by qPCR using KAPA Library Quantification Kit (KAPA Biosystems, Boston, Massachusetts) and were normalized to the concentration of 4 nM. Libraries were pooled and denatured using freshly prepared 0.2 N NaOH followed by further dilution with HT1 buffer to obtain a final concentration of 1.8 pM. As a sequencing control, the library pool was spiked-in with 1% (v/v) of 1.8 pM denatured PhiX library and loaded onto the reagent cartridge. The sequencing run was performed with NextSeq500 (Illumina, San Diego, CA), in single-end mode with a read length of 1 × 76 bp. Illumina BaseSpace-created FASTQ files were used for further analysis.

### RNA-sequencing analysis

Single-end reads in FASTQ format were explored using FastQC (Babraham Institute, Cambridge, UK) and cleaned using Prinseq, a perl script^32^. The cleaning procedure included trimming low quality reads from both 3′ and 5′ ends until a base pair of Phred quality score of 30 (99.9% accurate) or greater was found and filtering out reads having a mean quality score less than 30 and length below 30 nucleotides. Cleaned reads were aligned against chicken reference genome Galgal 5.0 using in Array Studio (version10; OmicSoft, Cary, NC^33^). 

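On the same counts, DESeq2's Wald test with unshrunken fold changes called 928 DEGs, 441 up-regulated and 487 down-regulated. With the zero-centred prior on fold changes, as this DESeq2 version applies it by default when the prior is requested, it called 835. With the prior and a standard model matrix, a setting chosen after seeing the data, it called 632, of which 613 are among the 616 of the authors' deposited table. The fold changes of this last setting differed from those of the authors' deposited table by a median of 0.00151 on the log2 scale. In simulated counts where 200 genes were changed, edgeR called 136 of the changed genes with 9 false calls, unshrunken DESeq2 called 154 with 50 false calls, and DESeq2 with the prior and a standard model matrix called 123 with 2 false calls.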

Differential gene expression analysis in layers with respect to non-layers’ groups was performed by the DESeq2 algorithm^34^ as implemented in Array Studio. The genes with at least two-fold change (FC) and Benjamini and Hochberg q-value < 0.05 were called differentially expressed.

### Pathways analyses

The differentially expressed genes (DEGs) were subjected to the Ingenuity Pathway Analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis)^35^ to gain insights into the canonical pathways and network discovery. Credible conclusions were derived from the pathways, networks, and functions since the IPA makes the annotation based on the human genome.

### Quantitative real-time RT-PCR (qPCR)

Twelve candidate genes having a predicted function in calcium transport or remodeling were selected for qPCR validation. Primers specific to each gene were designed using NCBI primer blast tool (shown in Supplementary Table S5). The synthesis of first-strand cDNA was performed by reverse transcription of 1 µg total RNA (20 μl reaction of RT mixture) using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). cDNAs were further diluted with nuclease free-water (1:25) and 3 μl per qPCR reaction was used. Gene expression was analyzed using PowerUp SYBR Green Master Mix (Applied Biosystems, Foster City, CA) on a StepOne Plus real-time PCR system (Applied Biosystems, Foster City, CA). Each 10 μl of PCR reaction mixture consisted of 5 μl PowerUp SYBR Green Master Mix, 1 μl of each forward and reverse primers, and 3 μl of cDNA. PCR reactions were carried out following standard cycling mode. A melting curve was also generated to confirm the sequence-specific PCR products. Three house-keeping genes Glyceraldehyde 3-phosphate dehydrogenase (GAPDH), Beta-actin (B-actin) and TATA-Box Binding Protein (TBP) were analyzed in triplicates in each hen of the experimental groups to determine the most stable house-keeping gene in uterine tissues. The target genes were analyzed in duplicates and expression level was determined using cycle threshold (Ct) values following standard curve method after normalization with TBP. Fold change for each gene was calculated using the 2^−ΔΔCt^ method. Data for fold change were presented as mean ± standard error. Values were subjected to one-way analysis of variance (ANOVA) followed by Tukey-Kramer test for multiple mean comparisons to determine significance at p-value < 0.05 on a SAS platform.

## Electronic supplementary material

Supplementary Dataset 1

## Data Availability

The datasets generated in the current study are available in the Gene Expression Omnibus (GEO) repository and can be accessed with the Accession Number GSE114103.

How the deposited data were processed for this re-analysis (not part of the article)

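RNA from the uterus of 3 layers at 15 to 20 h post-ovulation and 3 non-layers was sequenced, with 1 library per hen. Samples were assigned to the groups by the laying status and replicate number in their labels, which match the 3 and 3 libraries of the paper. The layers were 35 weeks old and the non-layers 35 to 60 weeks, and the age of each non-layer is not used here.

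The authors trimmed and filtered the reads by quality with Prinseq, aligned them to Galgal 5.0 in Array Studio and deposited estimated counts per Ensembl gene, without normalization. The paper's text does not name the gene counter, its strand setting or the annotation release. Of these expected counts, 91.46% were whole numbers, and they were rounded to whole numbers before any count test. The authors also deposited RPKM values, that is, counts scaled by gene length and by the library's reads, of which the exact denominator is not stated. Another table, deposited by the authors, gives their DESeq2 results for 616 genes, with signed fold changes (a score in which a fall is written as minus its fold), p-values and q-values, and the group means of the normalized counts, a signal per group without replicates. All 19152 genes are present in both tables of values, and no gene lacked an identifier.

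The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter of filterByExpr and the quasi-likelihood F-test on all 6 libraries without covariates, which tested 13317 genes. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 on the counts and limma 3.58.1 on the log2 of the RPKM values with a pseudocount of 1 or 0.1, for genes with an RPKM of at least 1 in at least 3 libraries, were alternatives. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other calculations.

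The alternatives set before the data were examined were 3 other scalings (the median-ratio factors, library size only, and TMM factors computed without the 10 genes with the most counts), DESeq2 with and without a prior on fold changes, limma on RPKM with either pseudocount and without a filter, other filters on low counts (at least 1 count in any library, or at least 10 in every library), q under 0.05 alone, a test against a 2-fold change (glmTreat), the replicate number as a block, and leaving out each of the 6 libraries in turn. DESeq2 with the prior and a standard model matrix was added after seeing the data.

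Gene counts per library ranged from 14756666 to 20333103. For a share of counts, the Wilson 95% interval covers counting error, and a gene with 0 counts was treated as lying below 3 counts. With 3 libraries per group, an exact permutation test cannot give a two-sided p below 0.1. The libraries of each group were compared in pairs by a chi-square test over genes. The statistic per gene ranged from 13.97 to 163, far above the sampling noise, so no library was counted as a duplicate.

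The edgeR, DESeq2 and limma steps were tested on simulated data drawn from the real means and library sizes with 200 genes changed by known fold changes. edgeR called 136 of them with 9 false calls among 145 calls. Each test of neighbouring genes and of random gene lists used 10000 permutations or lists and was also tested on simulated data.

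Genes were named by a rule set at the same time as the alternatives. The rule covers every gene the paper names, members of 9 gene lists written from general knowledge, and the 5 largest rises and falls among DEGs with a mean of at least 1 CPM whose groups do not overlap, the same for genes absent from the authors' list of DEGs, with at most 2 rises and 2 falls among genes without a name. Gene names were taken from the authors' deposited table, because the reference table of gene names matched 0 of the Ensembl identifiers. Names are thus at hand only for genes that the authors called. For this reason the planned set tests of the 9 lists, with their alternatives, are void and were not run: between 0% and 73.3% of the members of a list had a name, and those that had one were chosen by their change. Named members of the 9 lists were 44 of 60 for DNA replication and mitosis (0 higher and 44 lower in layers), 3 of 9 for calcium pumps (3 and 0), 3 of 5 for serine biosynthesis (3 and 0), 16 of 40 for shell matrix and ion supply (15 and 1), 4 of 50 for ciliated cells (0 and 4), 4 of 30 for immune cells (0 and 4), 0 of 20 for smooth muscle, 3 of 18 for egg white (3 and 0) and 1 of 15 for red blood cells (1 and 0). Results of single genes that the paper names are in part not reported here. The qPCR measurements were used only as the fold changes that the paper states. Molters and layers at 3 h post-ovulation were not analysed here, and the published pathway enrichments were not repeated.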

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

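The tests of explanations in this part were all chosen after the results they bear on had been seen, so they can count against an explanation but do not establish one.

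A set of 19 genes was called by edgeR and lies outside the authors' deposited table, although both rest on the same 6 libraries. Of these, 11 were up-regulated and 8 were down-regulated in layers. The size of their log2 fold change ranged from 1.00 to 4.14, with a median of 1.06, so most lie just past the 2-fold threshold. A candidate explanation is the shrinkage of fold changes. With DESeq2, a zero-centred prior and a standard model matrix, 18 of the 19 genes fell under 2-fold while all 19 kept an adjusted p under 0.05. However, DESeq2 with unshrunken fold changes called only 17 of the 19, so shrinkage alone does not account for every one of the 18. The gene that stayed over 2-fold, ENSGALG00000006666, kept a log2 fold change of 2.05 (standard error 0.35) in the fit with the prior. Shrinkage therefore does not account for ENSGALG00000006666, and what left it out was not tested. It was at 33.1 ± 34.6 CPM in layers and 1.87 ± 0.142 CPM in non-layers (log2 fold change 4.14, standard error 0.77, adjusted p = 0.047 by edgeR). Its layers had 259, 1051 and 195 counts, and with 1 library left out its log2 fold change fell to as little as 2.81.

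The paper describes its transcripts as protein coding, yet 7 lincRNA genes were called by edgeR, 4 up-regulated and 3 down-regulated in layers. They are part of 27 lincRNA genes in the authors' deposited table. Reads of a neighbouring DEG of that table that are counted on the lincRNA gene are a technical explanation. It is excluded for 15 of the 27, which have no other DEG of the table within 50 kb or overlapping, but only 2 of the 7 called by edgeR are among these. Of the other 12 lincRNA genes, reads of the adjacent DEG are also excluded for 3, whose adjacent DEG is at under 10% of their level or changed in the opposite direction. DEGs past the adjacent one were not compared. The next DEG past it also rose for ENSGALG00000040355 and ENSGALG00000044735, which rose themselves, so its reads stay open there. The remaining 9 of the 12 all changed in the direction of a neighbouring DEG. For these 9, shared reads and a common regulation of the locus cannot be told apart, because the strand setting of the counting is not known and no reads were examined. Genes outside that table have no positions here, so reads of such a neighbour stay open for all 27. A difference by laying status or by age stays open as well and was not tested further.

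ENSGALG00000040355, singled out after its values were seen, is a lincRNA gene that rose in layers with a log2 fold change of 4.09 (standard error 0.31, adjusted p = 0.012 by edgeR). It was at 384, 809 and 527 CPM in layers 1, 2 and 3, and at 31.8, 36.3 and 33.0 CPM in non-layers 1, 2 and 3. The nearest DEG of the authors' deposited table, MCMDC2, ends 5157 bases away on the opposite strand and also rose. Its mean CPM in layers is 0.674% of that of ENSGALG00000040355, which argues against reads of MCMDC2 as the source. The reverse, reads of ENSGALG00000040355 counted on MCMDC2, was not tested. Nor were reads of the next DEG past MCMDC2, which also rose. A biological difference between layers and non-layers, in which age is confounded for some hens, stays open as a hypothesis.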

How the results depend on the processing

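Of the settings in this part, only DESeq2 with the prior and a standard model matrix was chosen after seeing the data. The 58 genes named kept their direction under every alternative in which they were tested. Over these genes and alternatives, a call was lost 261 times and gained 77 times, stayed as it was 807 times and reversed 0 times. No gene kept the same call under all alternatives. That outcome was fixed by 2 settings and says little of single genes. The fit without non-layer 1 called 0 genes, and DESeq2 with unshrunken fold changes called all 58. Unless stated, the cause of a change was not tested.

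Library size only and a change of tool raised the counts of DEGs most. Of the other scalings, the median-ratio factors gave 239 DEGs and TMM factors without the 10 most counted genes gave 250, against 249. With library size only, there were 781 DEGs and 678 down-regulated ones. With DESeq2 there were 928 (441 up-regulated, 487 down-regulated) with unshrunken fold changes and 835 (388 and 447) with the prior, and with the prior and a standard model matrix, chosen after seeing the data, 632 (294 and 338). Each of these 3 DESeq2 fits called 12 of the 12 qPCR candidates, against 4 by edgeR. The candidates were themselves DESeq2 calls of the authors on these libraries. With limma on RPKM, there were 604 DEGs with a pseudocount of 1 and 662 with 0.1, of which 518 and 572 were down-regulated. Without a filter on RPKM, 40 genes were up-regulated and 218 were down-regulated, and 19 Table 2 genes were called. The share of DEGs that rose was 48.2% in edgeR, 13.2% with library size only and 14.2% with limma and a pseudocount of 1.

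Requiring at least 10 counts in every library left 17 of the Table 2 genes called, since 16 of the 29 genes compared with the paper's folds passed that filter. When the change was tested against 2-fold by glmTreat, 8 DEGs were left, 8 up-regulated and 0 down-regulated (586 genes had an unadjusted p under 0.05). They included 6 Table 1 genes, 0 Table 2 genes and 2 qPCR candidates.

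Each of the 6 libraries was left out in turn. The number of DEGs ranged from 0 to 274, the up-regulated from 0 to 196 and the down-regulated from 0 to 213. Table 1 genes called ranged from 0 to 27, Table 2 genes from 0 to 30 and qPCR candidates from 0 to 5. The 0 came without non-layer 1, when 1704 genes had an unadjusted p under 0.05. The squared correlation with qPCR ranged from 0.9995 to 0.9999, with an exact permutation p from 0.0083 to 0.05, and was 0.9975 without OC-116 (4 genes, exact permutation p = 0.083). Since 1 large fold change fixes this measure near 1 each time, the range says little.

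The replicate block left 21 DEGs, 11 up-regulated and 10 down-regulated, with 7 Table 1 genes, 8 Table 2 genes and 2 qPCR candidates called. Libraries with the same number did not deviate together, with correlations of -0.167, 0.109 and -0.0724, so the numbers do not pair the hens and the lost calls say nothing about the effects.

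Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many DEGs, up-regulated DEGs, down-regulated DEGs, Table 1 genes, Table 2 genes and qPCR candidates, and the others gave 0 of each. With 10 splits the share cannot fall below 0.1.

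For the share of counts on OC-116, the alternative scale was RPKM, on which its level in layers was 18105.4. In simulated counts, 4 of 50 genes changed by 2-fold were called, and such a change lies at the 2-fold threshold itself. Of those changed by 4-fold, 35 of 47 were called, and by 16-fold, 49 of 50. The set tests of gene lists planned with other correlations, scalings and replicates were not run.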

Differences from the paper's values

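Of the settings in this part, only DESeq2 with the prior and a standard model matrix was chosen after seeing the values. The paper reports 616 DEGs, and edgeR called 249. Of the alternatives set before the data were examined, library size only (781), DESeq2 with the default prior (835) and limma on RPKM with a pseudocount of 1 (604) or 0.1 (662) came within 1.5 times the paper's number, and the others did not. The paper's 229 annotated up-regulated DEGs stand against 93, and its 286 annotated down-regulated DEGs against 107. Names are at hand only for genes of the authors' deposited table, so these counts cannot exceed 229 and 287 under any setting. DESeq2 with unshrunken fold changes or with the default prior gave 229 and 287. Library size only (272) and limma with a pseudocount of 1 (216) or 0.1 (215) came within 1.5 times for the down-regulated genes alone. DESeq2 with the prior and a standard model matrix, chosen after seeing the values, gave 632 DEGs, and 228 and 286 annotated ones.

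The fold changes by edgeR were larger than the paper's for all 30 genes of Table 1 and for the 29 genes of Table 2 examined, and the difference exceeded the standard error and 1.5 times in 23 and 29 of them. For OC-116 the paper's value is 174.00 and edgeR's 1819, for OTOP2 the paper's is 15.11 against 45, and for TSKU the paper's is 9.85 against 16.1. The paper gives 9.47 for PRKG2, 8.00 for SGK1 and 6.95 for TC2N, where edgeR gave 19.2, 13.3 and 13.9. The paper gives 6.76 for NEU4, 6.62 for GADL1 and 4.92 for GAL3ST2, where edgeR gave 24.9, 12.9 and 22.1. The paper's values of 4.21 for PHGDH, 3.97 for MCMDC2 and 3.83 for ATP2B2 stand against 16.8, 7.12 and 5.77. GNRHR, 3.65-fold in the paper, was at least 45.9-fold higher by the layers' mean, to which layer 1 added most. For the falls, the paper's folds of 8.9721 for SMC2, 7.6598 for RRM2, 7.4819 for CCNB3 and 6.0022 for BUB1 stand against 49.7, 63.0, 36.2 and 33.9. Its folds of 5.4992 for KIF11, 5.2537 for PLK1, 4.9072 for TOP2A and 4.6305 for PLK4 stand against 13.1, 26.7, 13.0 and 11.6.

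A gap counts as closed here when the values differ by no more than 1.5 times or the standard error. Among the alternatives set before the data were examined, DESeq2 with the default prior closed the gap for TSKU, PRKG2, SGK1, TC2N, GADL1, MCMDC2, ATP2B2, KIF11, TOP2A and PLK4. Limma with a pseudocount of 1 closed it for TSKU, PRKG2, SGK1, TC2N, NEU4, GADL1, PHGDH, ATP2B2, SMC2, BUB1 and KIF11, and, without a filter, also for GNRHR. Limma with a pseudocount of 0.1 closed it for TSKU, PRKG2, SGK1, TC2N, GADL1, MCMDC2 and ATP2B2, and library size only for TSKU, SGK1, MCMDC2 and ATP2B2. For ATP2B2 the fits without layer 2 or non-layer 3 also closed it. Its value hardly moved with the filter of 10 counts in every library (5.73) and the replicate block (5.74), which came under 1.5 times the paper's value by that little. So did, for TSKU, the fits without layer 1 or non-layer 2, and for SGK1 those without layer 2 or non-layer 2. No alternative set before the data were examined closed it for OC-116, OTOP2, GAL3ST2, RRM2, CCNB3 or PLK1. With DESeq2, the prior and a standard model matrix, chosen after seeing the values, 0 of the genes of either table differed.

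The paper describes all transcripts as protein coding, whereas the authors' deposited table lists 27 lincRNA genes, 1 miscellaneous RNA and 1 mitochondrial ribosomal RNA among its DEGs. That table names 516 genes, 287 of them down-regulated. Of the 12 qPCR candidates the paper counts among its DEGs, edgeR called 4. CNGA4, which the paper names, and NTN3 of Table 1 were not called by edgeR either. DESeq2 with unshrunken fold changes or with the default prior called all 616 genes of the authors' deposited table, these among them, and with a standard model matrix it called 613. Library size only called 6 candidates and all 30 Table 1 genes, and limma on RPKM with a filter, all genes with at least 1 count and the fit without layer 3 each called 5 candidates. SPP1 ranks 1 by edgeR and 93 by the authors' fold change among 228 named rises, and OCX36 ranks 4 and 148, and neither is in Table 1. The rise of OCX36 was not called by edgeR (adjusted p = 0.053). Its log2 fold change of 5.64 fell to 4.30 in the lowest of the fits that each left out 1 library.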

Other observations

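All tests in this part were chosen after the patterns had been seen, and each pattern is a hypothesis found and tested on the same libraries.

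All 616 fold changes of the authors' deposited table are smaller than the ratio of the group means in the same table, and 183 are less than 50% of it. A different normalization of the means is excluded, since the layer means computed with DESeq2's size factors differ from the deposited ones by at most 0.00372%. A prior that pulls noisy fold changes toward no change is a candidate explanation, and the values it needs are there. With DESeq2, a zero-centred prior and a standard model matrix, the fold changes differ from the deposited ones by a median of 0.00151 on the log2 scale. Shrinkage was larger for genes with a larger standard error (Spearman's rho 0.999 across 616 genes), and the log2 ratio was reduced by a median of 30.4%. Genes that rose strongly but unevenly among the layers, such as SPP1 (35824, 9670 and 2846 counts), may therefore rank low by the deposited fold change.

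Non-layer 3 lay below the other non-layers for all 44 named genes of DNA replication and mitosis, by a median of -1.73 on the log2 scale, or 30.1% of the other non-layers' level. The layers lay at 9.94% of that level. None of 10000 random lists of the same size and mean expression had so low a median, as they ranged from -0.334 to 0.416. The random lists were not matched for the authors' calls, by which the members with a name were chosen. Over the 338 down-regulated genes of the authors' deposited table that were tested, non-layer 3 also lay lower, by a median of -0.845, and was the lowest non-layer for 237. A lower level in non-layer 3 was thus not specific to the 44 genes, although theirs was lower still. Scaling of the library is excluded, because the deviation of the 44 genes was still -1.64 under the scaling that reduced it most. Lower depth is excluded, because non-layer 3 had 16.3 M counts, more than the 14756666 of non-layer 1. Tissue of a layer in this library would need a share of 77.6%, whereas the highest level of OC-116, SPP1 and OCX36 in it was 0.606% of the layers' mean. A difference between hens in proliferation, in cell types, or in age between 35 and 60 weeks could explain it and was not tested. Without non-layer 3, 41 of the 44 genes were called, against 26 with it.

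Of the 91 pairs of neighbouring DEGs of the authors' deposited table that lie under 50 kb apart, 78 changed in one direction, against 45.9 expected when directions are permuted (p = 1e-04, the smallest that 10000 permutations can give; 10 groups of pairs were tested, and p-values are unadjusted and one-sided). Reads shared within a gene family of one name stem are excluded as the whole cause. Of 84 pairs without a shared name stem, 71 changed in one direction (42.4 expected). Pairs with an unnamed gene, and some pairs of histone genes, count as having no shared stem. Reads shared between such relatives thus stay open. Read-through on the same strand is excluded as the whole cause by 25 of 33 pairs on opposite strands (16.6 expected, permutation p = 0.0023). Transcription running past a gene's end, counted without strand, does not reach pairs that face away from each other, and of these 12 of 15 changed in one direction (7.59 expected, permutation p = 0.02). It remains possible for part of the 46 of 51 pairs on the same strand. The same holds for the 13 of 18 pairs that face each other (9.08 expected, permutation p = 0.054). Whether the domains reach beyond 50 kb cannot be told apart from chance, with 39 of 69 pairs 50 to 200 kb apart (34.8 expected, permutation p = 0.18). From 200 kb to 1 Mb it was 87 of 186 pairs (93.7 expected). Shared regulation of neighbouring genes is a hypothesis that stays open. Examples are PRKG2, PKD2, SPP1 and OC-116, side by side on chromosome 4, and NEU4 and GAL3ST2 on chromosome 9, each of which rose.

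The TMM factors of all 3 layers were below those of all 3 non-layers, by a mean of -0.34 on the log2 scale. The 10 most counted genes account for -0.136 of this. With their share taken out, the factors still do not overlap (at most 0.141 in layers and at least 0.229 in non-layers), so these genes are excluded as the whole cause. Other differences in composition stay open.

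Gene length is excluded as the cause of the DEGs. After the median log2 fold change of genes of like length was subtracted, 245 of 249 DEGs were still at least 2-fold changed in the same direction, and Spearman's rho of log2 fold change and length over 13317 genes was -0.0447. Lengths were derived from the ratio of the deposited counts and RPKM values.

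The non-layers held 492, 767 and 238 counts of OC-116, or 0.0617%, 0.0777% and 0.0255% of the layers' mean CPM. Reads of the layers counted in the non-layers, in equal parts from the 3 layers, would bring 9.93, 15.5 and 4.80 counts of SPP1, and 6, 5 and 15 were observed. SPP1 of the non-layers' own can only add to these, so the excess in non-layer 3 decides nothing. Of the 3 non-layers, 1 had fewer SPP1 counts than that by more than counting error (non-layer 2, exact Poisson test of the lower tail, p = 0.002), and non-layer 1 had fewer within it (exact Poisson p = 0.13). This goes against such reads in equal parts as the whole cause, but it rests on 1 library and few counts, so they and low expression of OC-116 cannot be told apart. Misassignment from a single layer was not tested.

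Genes with at least 10 CPM that were at least 8-fold above both other libraries of their group numbered 4, 7 and 25 in layers 1, 2 and 3 and 0, 0 and 6 in non-layers 1, 2 and 3. Those at least 8-fold below both others numbered 9, 1 and 14 in the layers and 0, 1 and 16 in the non-layers. No explanation of these counts was tested.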
